# RING finger 138 deregulation distorts NF-кB signaling and facilities colitis switch to aggressive malignancy

**DOI:** 10.1038/s41392-022-00985-1

**Published:** 2022-06-13

**Authors:** Yalan Lu, Rong Huang, Jianming Ying, Xingchen Li, Tao Jiao, Lei Guo, Haitao Zhou, Han Wang, Amannisa Tuersuntuoheti, Jianmei Liu, Qichen Chen, Yanhong Wang, Luying Su, Changyuan Guo, Fu Xu, Ziyi Wang, Yan Lu, Kai Li, Junbo Liang, Zhen Huang, Xiao Chen, Jinjie Yao, Hanjie Hu, Xiaowen Cheng, Yufeng Wan, Xinyan Chen, Ning Zhang, Shiying Miao, Jianqiang Cai, Linfang Wang, Changzheng Liu, Wei Song, Hong Zhao

**Keywords:** Gastrointestinal cancer, Molecular biology, Target identification

## Abstract

Prolonged activation of nuclear factor (NF)-кB signaling significantly contributes to the development of colorectal cancer (CRC). New therapeutic opportunities are emerging from targeting this distorted cell signaling transduction. Here, we discovered the critical role of RING finger 138 (RNF138) in CRC tumorigenesis through regulating the NF-кB signaling, which is independent of its Ubiquitin-E3 ligase activity involved in DNA damage response. RNF138^−/−^ mice were hyper-susceptible to the switch from colitis to aggressive malignancy, which coincided with sustained aberrant NF-кB signaling in the colonic cells. Furthermore, RNF138 suppresses the activation of NF-кB signaling pathway through preventing the translocation of NIK and IKK-Beta Binding Protein (NIBP) to the cytoplasm, which requires the ubiquitin interaction motif (UIM) domain. More importantly, we uncovered a significant correlation between poor prognosis and the downregulation of RNF138 associated with reinforced NF-кB signaling in clinical settings, raising the possibility of RNF138 dysregulation as an indicator for the therapeutic intervention targeting NF-кB signaling. Using the xenograft models built upon either RNF138-dificient CRC cells or the cells derived from the RNF138-dysregulated CRC patients, we demonstrated that the inhibition of NF-кB signaling effectively hampered tumor growth. Overall, our work defined the pathogenic role of aberrant NF-кB signaling due to RNF138 downregulation in the cascade events from the colitis switch to colonic neoplastic transformation and progression, and also highlights the possibility of targeting the NF-кB signaling in treating specific subtypes of CRC indicated by RNF138-ablation.

## Introduction

Colorectal carcinoma (CRC), accounting for the third leading cause of cancer-related death worldwide,^1,2^ often arises from sustained inflammation and presents chronic inflammation throughout their progression. Being etiologically associated with CRC progression, chronic inflammation affects all stages of CRC pathogenesis, from tumor initiation, progression, to metastasis.^3–6^ Recent advance in understanding the underlying mechanisms began to enable the therapeutic interventions through targeting the CRC-associated chronic inflammation.^7,8^

The nuclear factor-kappa B (NF-кB) signaling is central to the response to environmental stress, genotoxicity, or infections.^9–11^ NF-кB signaling is activated *via* two different routes, i.e., the canonical pathway (CP) and the alternative pathway.^12^ The latter operates predominately in the stimulated B cells as opposed to the former general activation mechanism.^13^ The IκB kinase (IKK) complex, constructed by three subunits, IKKα, IKKβ, and IKKγ, is key component of the CP.^14^ Upon the signal activation, IкB proteins become destabilized after a sequential modification process, first being phosphorylated by IKKβ and then ubiquitinated through the designated Ub E2/E3 enzymes, which ultimately releases NF-кB as its binding partner into the nucleus to switch on the transcription of targeted genes.^14,15^ Ubiquitination also plays important roles in the processing of NF-кB precursors as well as the assembly and regulation of the IKK complex.^16–18^ Importantly, growing evidence has linked the dysregulation of NF-кB signaling to various critical medical conditions. In CRC particularly, the aberrant signaling appears to promote the progression of a cascade events from colitis switch to colonic neoplastic transformation.^12,19,20^

Protein ubiquitination serves critical regulatory roles in the NF-κB signaling transduction.^14,21^ RING finger protein 138 (RNF138), as a Ubiquitin-E3 (Ub-E3) ligase, promotes cell survival *via* counteracting the apoptotic signaling as well as directly engaging in maintaining genome stability.^22–24^ With emerging evidence, RNF138 has been associated with tumorigenesis, neurotic degenerative disorders, and chronic inflammatory conditions.^25–28^ In particular, diverse types of cancer display differential expressions of RNF138 as documented in multiple transcriptomic and proteomic studies, although the relevant functional consequences remain largely elusive. Here, we established a close correlation between RNF138 expression and prognosis of CRC patients. Further investigation revealed that deficient RNF138 led to the dysregulation of NF-κB signaling that significantly promotes the colitis switch to malignancy, which can be effectively suppressed with specific inhibitors against individual components of the pathway.

## Results

### Downregulation of RNF138 in CRC tumors correlates with poor prognosis

In analyzing the data collected from The Cancer Genome Atlas (TCGA) database, we noticed that *RNF138* is downregulated in different subsets of cancers, particularly in CRC, liver hepatocellular carcinoma, and thyroid carcinoma, to a less extent in cholangiocarcinoma and head and neck squamous cell carcinoma (Fig. 1a; Supplementary Table 1). This unique expression pattern was also found when using the data derived from additional independent GEO datasets (GDS4382, GDS4718, and GDS2947) (Fig. 1b). In addition, *RNF138* was confirmed to be downregulated in 20 randomized CRC samples compared with the matched adjacent normal tissues at transcriptional level (Fig. 1c; Supplementary Table 2) as well as at translational level (Fig. 1d) (Supplementary Fig. S1a–c). Similar results were obtained when analyzing additional 5 CRC samples in pairs by immunofluorescence (IF) (Fig. 1e; Supplementary Fig. S1d), consistent with the results from further examining 134 pairs of CRC tissue specimens by immunohistochemistry (IHC) (Fig. 1f; Supplementary Table 3). Therefore, RNF138 downregulation is closely associated with CRC tumorigenesis.

**Fig. 1:**
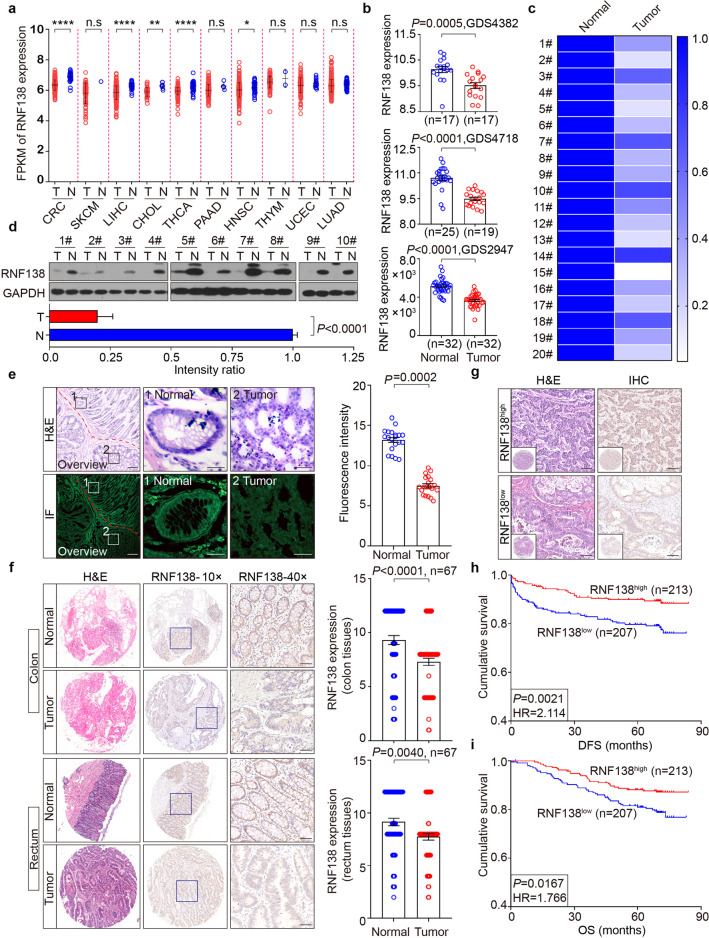
Downregulation of RNF138 in CRC tumors correlates with poor prognosis. *RNF138* mRNA levels in 10 cancer types in the TCGA database (**a**) and three independent GEO datasets (**b**). T tumor tissues, N normal tissues. n.s. not significant; *P < 0.05; **P < 0.01; ****P < 0.0001. **c** Heatmap depiction of *RNF138* mRNA levels assessed by qPCR in 20 CRC samples. **d** Immunoblots and quantification of RNF138 in 10 CRC samples. **e** H&E and IF staining for RNF138 and DAPI in a representative CRC sample. Dashed white line represents the boundary between normal and neoplastic tissues. Histogram (right) shows the quantification of RNF138-staining in CRC or adjacent normal tissues (*n* = 20). Scale bar, 20 μm. **f** H&E and RNF138-staining in 134 CRC tissues (top, colon tissues, *n* = 67; bottom, rectum tissues, *n* = 67). Histograms show quantification of RNF138-staining in CRC and adjacent normal tissues (right). Scale bar, 100 μm. **g** Representative H&E and RNF138-staining images in high and low RNF138 expression in 420 CRC TMAs. The inset box shows an overview of the specimen staining. Scale bar, 25 μm. Kaplan–Meier survival curves showing the correlation between RNF138 expression and DFS (**h**) or OS (**i**) in 420 CRC samples

We probed the expression of *RNF138* in tissue microarrays (TMAs) of 420 CRC samples (Supplementary Table 4) with the clinicopathological parameter setup established (Supplementary Fig. S2a). The reduction in *RNF138* expression was found specifically associated with more aggressive tumor phenotypes (*P* = 0.027), reflected by both the increase in the size and extent of primary tumors (*P* = 0.003) and lymph node invasion (*P* = 0.003), while no significant correlation was observed with CRC tumor metastasis (*P* = 0.246) (Supplementary Fig. S2b–d; Supplementary Table 4). Importantly, the Kaplan–Meier survival analysis revealed that the increase in *RNF138* expression closely correlates with enhanced disease-free survival (DFS) and improved overall survival (OS) prognoses of patients (Fig. 1g–i), suggesting RNF138 expression level as a prognosis indicator of CRC.

### Ablation of *RNF138* expression exacerbates the progression from colitis to aggressive malignancy

Chronic inflammation, often in the form of colitis in colorectal tissue, plays important roles in the colonic neoplastic transformation and progression.^6,29^ We next interrogated the possible role of RNF138 in the colitis-associated colorectal tumorigenesis. The chronic colitis and the colitis-associated colorectal cancer (CAC) animal models were developed as illustrated in Fig. 2a. Upon the colitis occurrence, *RNF138*^−/−^ mice deteriorated more rapidly than *RNF138*^fl/fl^ mice under co-housing condition, which was reflected in both the change in clinical scores and weight loss (Fig. 2b; Supplementary Fig. S3a), and ultimately suffered a higher mortality rate (Fig. 2c). The colorectum in *RNF138*^−/−^ mice were significantly reduced in length and exhibited splenomegaly as opposed to the control (Fig. 2d; Supplementary Fig. S3b–d). In *RNF138*^−/−^ mice, extensive inflammation was manifested throughout the mucosa along with reinforced lymphocytic infiltration as revealed by IHC, which coincided with altered epithelial structures and loss of crypts (Fig. 2e). In contrast, only inflammatory lesions were found in the control mice. Furthermore, precancerous lesions in the colorectal tissue were more evident in the *RNF138*^−/−^ (57.14%) (Fig. 2f). Two out of seven *RNF138*^−/−^ mice developed substantial CRC tumors with high-grade dysplasia (Supplementary Fig. S3e). Meanwhile, excessive cell proliferation indicated by Ki67 occurred in the colonic tissues of *RNF138*^−/−^ mice (Fig. 2g).

**Fig. 2:**
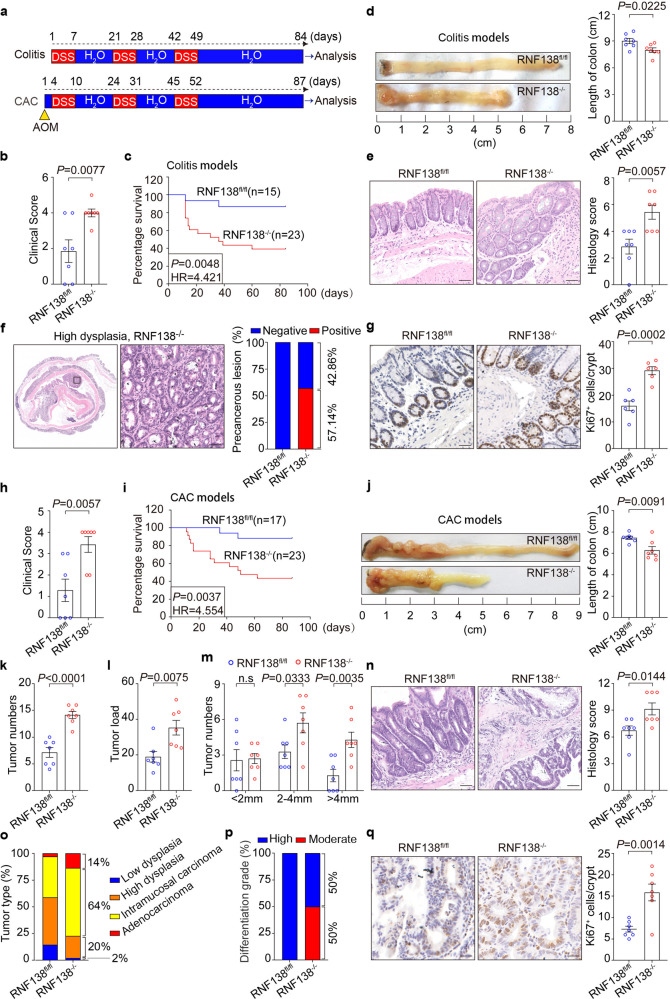
Ablation of *RNF138* expression exacerbates the progression from colitis to aggressive malignancy. **a** Schematic overview of chronic colitis and CAC models. **b** Clinical scores of RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 7) on the 9th day after DSS administration. **c** Kaplan–Meier survival analysis of RNF138^fl/fl^ (*n* = 15) and RNF138^−/−^ (*n* = 23) mice during DSS treatment. **d** Macroscopic appearance of colons of RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 7) cohorts at the end of DSS treatment. **e** Representative H&E images (left) with histogram of histology scores (right) of colon tissues for chronic colitis model. Data are mean ± SEM (*n* = 7). Scale bar, 100 μm. **f** Representative H&E staining of precancerous lesions in colitis models. Histogram of precancerous percentages from RNF138^fl/fl^ and RNF138^−/−^ mice after DSS administration (*n* = 7). Scale bar, 100 μm. **g** Representative Ki67-staining (left) and quantification positive cells per crypt (right) in RNF138^fl/fl^ and RNF138^−/−^ colitis models (*n* = 7). Scale bar, 25 μm. **h** Clinical scores of RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 7) on the 12th day after AOM injection. **i** Kaplan–Meier survival analysis of RNF138^fl/fl^ (*n* = 17) and RNF138^−/−^ (*n* = 23) mice during the course of AOM/DSS treatment. (**j**) Representative longitudinal luminal views of colons from RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 7) at the end of the AOM/DSS treatment. Tumor numbers (**k**), tumor load (**l**), and tumor size distribution (**m**) of RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 7) after AOM/DSS treatment. **n** Representative H&E images (left) and histological analysis (right) of colon tissues from RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 7) after AOM/DSS administration. Scale bar, 100 μm. Percentages of tumor types (**o**) and differentiation grade (**p**) in RNF138^fl/fl^ vs. RNF138^−/−^ mice. **q** Representative Ki67-staining (left) and quantification of positive cells per crypt (right) in RNF138^fl/fl^ and RNF138^−/−^ CAC models (*n* = 7). Scale bar, 25 μm

Similarly, *RNF138*^−/−^ mice exhibited higher clinical scores and suffered more significant weight loss and higher mortality rate during the induction of CAC with azoxymethane (AOM) and dextran sodium sulfate (DSS) (Fig. 2h, i; Supplementary Fig. S3f). In these mice, both colon and spleen tissues were also significantly shortened in length and displayed more severe damage (Fig. 2j; Supplementary Fig. S3g, h). Particularly, all *RNF138*^−/−^ mice (23/23) developed CRC tumors as opposed to 86.7% in the control mice (15/17) (Supplementary Fig. S3i). Furthermore, we found that both the tumor number and tumor load were nearly doubled in the *RNF138*^−/−^ mice (Fig. 2k–l) along with significant increase in size (Fig. 2m). The tumors in these mice appeared to be more advanced (Fig. 2n), developing higher levels of intramucosal carcinoma and adenocarcinoma that displayed lower degree of differentiation (Fig. 2o, p; Supplementary Fig. S3j). Meanwhile, augmented cell proliferation, highlighted by the Ki67-staining, was also identified in the *RNF138*^−/−^ mice tissues (Fig. 2q). Thus, we propose that RNF138 suppresses the chronic colitis switch to colonic neoplastic transformation.

### *RNF138* deletion reinforces tumorigenesis

We constructed the tumor organoids system to understand RNF138’s role in the CRC tumorigenesis and progression (Fig. 3a), in which the growth of organoids was monitored for 9 days from day 0.5 post transplantation. From day 7, larger in diameter became apparent in the organoids derived from the *RNF138*^−/−^ tumors (Fig. 3b; Supplementary Fig. S4a) along with alternated morphology and more rapid increase in number (Fig. 3c; Supplementary Fig. S4b). The xenografts from the *RNF138*^−/−^ organoids developed larger in volume, on average two times of the ones from the control (Fig. 3d; Supplementary Fig. S4c, d), and exhibited a higher level of excessive growth indicated by Ki67-staining (Fig. 3e). Altogether, these results confirmed that RNF138 suppresses the tumor growth independent of the orthotopic microenvironment.

**Fig. 3:**
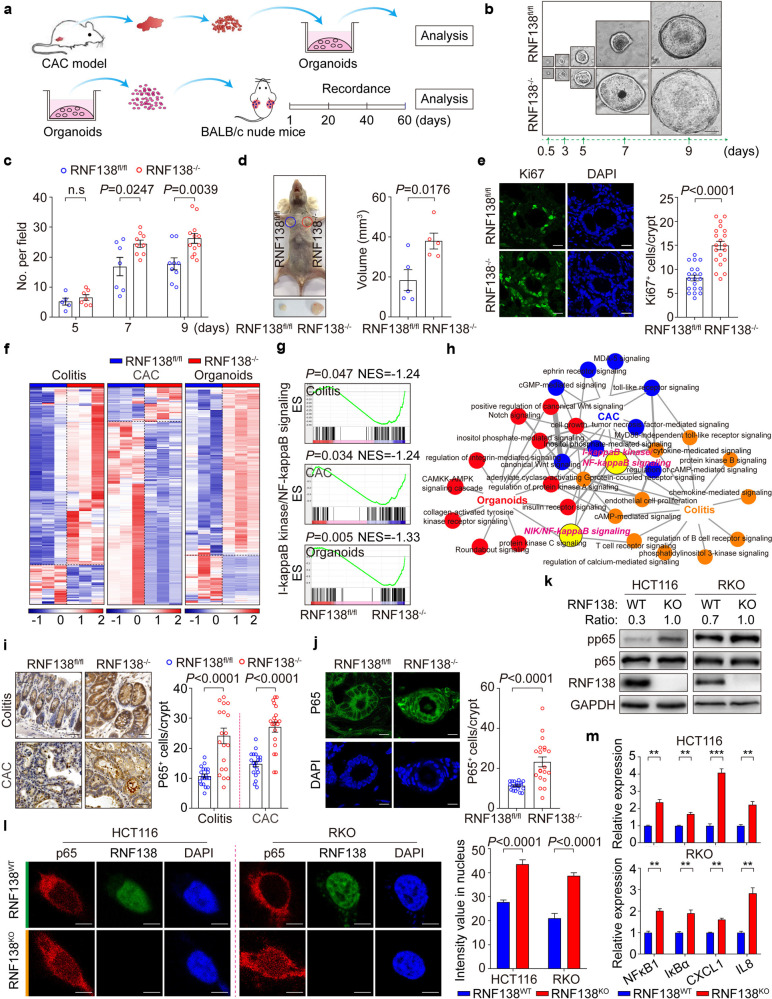
RNF138 inhibits chronic colitis and CRC tumorigenesis *via* NF-кB signaling. **a** Schematic overview of in vitro organoid culture of primary mouse colorectal tumors (top) and xenografts (bottom). **b** Representative images of mouse tumor organoids at different time-points. Scale bar, 200 μm. **c** Quantification of mouse intestinal tumor organoid numbers per field from the 5th to 9th day. **d** Representative images of xenograft tumor organoids in RNF138^fl/fl^ and RNF138^−/−^ mice (*n* = 5) on the 60th day after implantation (left). Quantification of the tumor volume at endpoint (right). **e** Representative images for Ki67-staining and DAPI of xenograft tumor organoids (left). Quantification of number of Ki67-positive cells per crypt (*n* = 20, right). Scale bar, 20 μm. **f** Heatmap depiction of differentially expressed genes in RN138^fl/fl^ and RNF138^−/−^ colorectal cells. **g** GSEA of NF-kappa B signaling relative to RNF138^−/−^ against RNF138^fl/fl^ mice in colitis, CAC, and organoid models. Enrichment plots are shown along with the normalized enrichment score and *P* value. **h** Protein-protein interaction analysis of significant GO terms in colitis, CAC, and organoid models. Circles at nodes represent GO terms in one model (orange, colitis; blue, CAC; red, organoid model; yellow, I-κB kinase/NF-κB, and NIK/NF-κB signaling). **i** Representative p65-staining of colorectal sections from RNF138^fl/fl^ and RNF138^−/−^ mouse colitis (top) and CAC (bottom) models. Quantification of nuclear p65-positive cells per crypt (*n* = 20) (right). Scale bar, 25 μm. **j** Representative images of p65-immunostaining and DAPI from xenograft tumor organoids (left). Quantification of nuclear p65-positive cells per crypt (*n* = 20) (right). Scale bar, 20 μm. **k** Immunoblots of phosphorylation and total levels of p65 in RNF138^WT^ and RNF138^KO^ CRC cells. **l** Representative images of p65-immunostaining in RNF138^WT^ and RNF138^KO^ HCT116 (left) and RKO (right) cells. Histogram shows the quantification of nuclear p65 intensity (*n* = 20). Scale bar, 5 μm. **m** qPCR analysis of NF-кB target genes expression in RNF138^WT^ and RNF138^KO^ HCT116 (top) and RKO (bottom) cells (*n* = 3). **P < 0.01 and ***P < 0.001

### RNF138 dysregulation gives rise to aberrant NF-кB signaling underlying chronic inflammation, colonic neoplastic transformation, and progression

We systematically examined the global changes imposed by *RNF138* deficiency in either the colon tissues dissected from the colitis and CAC models or the organoids derived from the CAC model. 

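RNA from colon tissue of the colitis and CAC models and from CAC-derived organoids was sequenced in 18 libraries, 3 of each genotype in each model, which the sample labels call wild type (*RNF138* fl/fl in the paper) or *RNF138*-/-. Colitis was induced with 2% dextran sulfate sodium (DSS) in the drinking water for 7 days followed by 14 days of recovery, and the cycle was repeated. CAC mice also received a single dose of the carcinogen azoxymethane (AOM, 10 mg/kg) before the DSS cycles, and the organoids were cultured in matrigel from tumors of this model. The paper describes paired-end reads from a NovaSeq platform, mapped to mm10 and assembled with Cufflinks by Gencode v.M8. The authors deposited whole-number read counts, without normalization, for 36757 genes. Total counts per library were between 11514716 and 24390082, with a median of 17332367, and the 10 genes with the most counts held between 4.22% and 11.1% of a library. Counts were normalized by the TMM method of edgeR, genes with low counts were removed within each model (filterByExpr), and the genotypes were compared within each model by the quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's text gives thresholds for differentially expressed genes, an adjusted p under 0.05 and a fold change of at least 2, and names no test, and these thresholds were used.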

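*Rnf138* (ENSMUSG00000024317.14) lies on chromosome 18 of mm10 from 21001341 to 21028224, and 0.938% of its 50-base windows also occur in another gene. In colitis it had 19.7 ± 4.89 CPM (SD, n = 3) in *RNF138* fl/fl libraries and 18.9 ± 0.772 in the libraries labelled *RNF138*-/-, a log2 fold change of −0.06 (SE 0.22, edgeR, adjusted p = 0.963). In CAC it had 29.6 ± 3.57 CPM in *RNF138* fl/fl libraries and 48.9 ± 3.58 in the libraries labelled *RNF138*-/-, a log2 fold change of 0.72 (SE 0.14, edgeR, adjusted p = 0.0426), higher in 3 of 3 libraries than in every *RNF138* fl/fl library and under the fold change threshold. In the organoids the values were 43.3 ± 8.97 and 40.4 ± 3.24 CPM, a log2 fold change of −0.10 (SE 0.16, edgeR, adjusted p = 0.668). Exact permutation tests on these CPM values gave p = 0.9 in colitis, 0.1 in CAC and 0.6 in the organoids (two-sided, n = 3), where 0.1 is the smallest p that 3 libraries against 3 allow. The direction changed without *RNF138* fl/fl replicate 3 in colitis (log2 fold change 0.16) and without *RNF138* fl/fl replicate 3 in the organoids (0.003). The adjusted p of CAC was between 0.00128 (DESeq2) and 0.164 over the alternatives. With edgeR and all libraries it was 0.0542 with CPM not scaled by TMM. It was past 0.05 without *RNF138* fl/fl replicate 3 and not without *RNF138* fl/fl replicate 1 (0.0756) or 2 (0.0564), or without replicate 1 (0.103), 2 (0.164) or 3 (0.115) labelled *RNF138*-/-. Between 227 and 1120 reads per library were counted on the gene, and a count per gene cannot show whether an exon is missing from its transcripts or how much RNF138 protein is made.

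**Figure D1:**
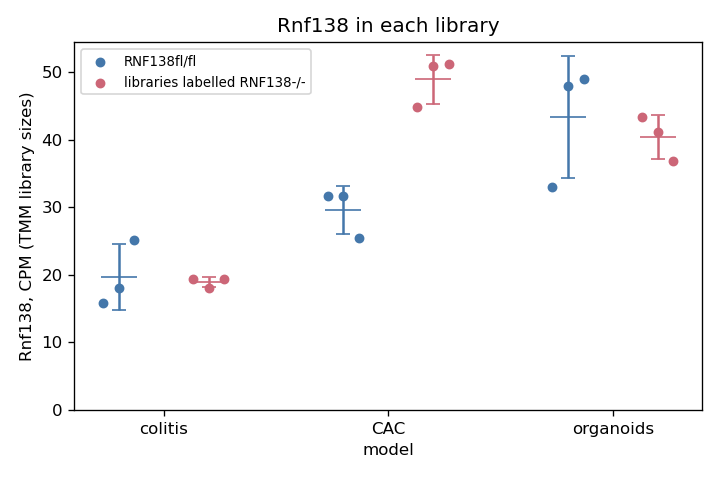
CPM of *Rnf138* (TMM-normalized) in each library of the 3 models, as points, with the mean as a line and the SD as bars. *RNF138* fl/fl libraries are blue and libraries labelled *RNF138*-/- are red. The means of the red libraries are 18.9 CPM in colitis, 48.9 CPM in CAC and 40.4 CPM in the organoids.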

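Between libraries labelled *RNF138*-/- and *RNF138* fl/fl libraries, 3 genes were higher and 12 lower in colitis among 16623 genes tested with edgeR. In CAC 97 genes were higher and 857 lower among 17752 tested, and in the organoids 1215 were higher and 1077 lower among 15294. With an unadjusted p under 0.05 and the same fold change, 509 genes were higher and 235 lower in colitis, 762 and 2151 in CAC, and 1306 and 1228 in the organoids. The biological coefficient of variation between replicates was 0.296 in colitis, 0.327 in CAC and 0.187 in the organoids. The CPM of the genotypes did not overlap for 2838 genes (17.1%) in colitis, 7850 (44.2%) in CAC and 8196 (53.6%) in the organoids, where chance gives 10%. Genes with an immunoglobulin symbol (Igh, Igk or Igl) were 3 of the genes lower in colitis and 61 (7.12%) of those lower in CAC. *Gm20730*, also lower in colitis and annotated as an immunoglobulin gene, is not in this count. Of the other settings that kept the adjusted p and all libraries, the largest rise in colitis came without a filter on low counts (207 higher, 147 lower). A covariate from 4 Y-linked genes left 0 genes in CAC (430 higher and 1313 lower at an unadjusted p under 0.05) and 0 in the organoids (40 higher and 85 lower). In the organoids this covariate divides the libraries as the genotype does, so it cannot separate sex from genotype. In CAC it does not divide the sexes, since *Xist* had at most 11 counts and *Kdm5d* at least 699 in every library. *Eif2s3y* varied there between 18 and 2243 counts. All 954 genes called in CAC without the covariate kept their direction with it.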

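Some single libraries moved these counts by more than 1.5 times. In colitis 0 genes passed without *RNF138* fl/fl replicate 3 (500 higher and 229 lower at an unadjusted p under 0.05), and 0 were higher and 1 lower without *RNF138* fl/fl replicate 1 (444 and 206 unadjusted). Without replicate 1 labelled *RNF138*-/- there were 28 higher and 34 lower genes, without replicate 2 there were 2 and 0 (627 and 347 unadjusted), and without replicate 3 there were 78 and 69. In CAC 0 genes passed without replicate 1 labelled *RNF138*-/- (829 higher and 2215 lower at an unadjusted p under 0.05) or without replicate 2 (562 and 1913), and 6 higher and 103 lower without replicate 3. Without *RNF138* fl/fl replicate 1 of CAC there were 6 and 281, and without *RNF138* fl/fl replicate 3 there were 168 higher and 968 lower. In all these fits of colitis and CAC, each differentially expressed gene that was tested kept its direction and an unadjusted p under 0.05. In the organoids, leaving out replicate 2 labelled *RNF138*-/- gave 863 higher and 652 lower genes. CAC and the organoids shared 202 differentially expressed genes of 14661 tested in both, against 91.5 by chance, and 40 of them changed in the same direction. Colitis and CAC shared 1 gene (*Cyp2c69*, lower in both, 0.744 by chance). Colitis and the organoids shared 6 (1.21 by chance), of which *Cyp2c68* and *Gm11702* changed in the same direction and *Slc37a2*, *Gm8730*, *Col8a1* and *Gm14165* in opposite directions. These shared genes were named after their values were seen.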

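Among genes with at least 5 CPM in the higher group, the largest increases in colitis were those of *Gm14165* (ENSMUSG00000081434.3, chromosome 2, 152353615 to 152354566) and *Gm8730* (ENSMUSG00000063696.7, chromosome 8, 102864845 to 102865798), both annotated as processed pseudogenes. Their log2 fold changes were 6.32 (SE 0.44, edgeR, adjusted p = 0.00431) and 3.67 (SE 0.29, adjusted p = 0.00693), each higher in 3 of 3 libraries, and both are uncertain because 39.1% and 73.7% of their windows occur in other genes, *Rplp0* above all for *Gm8730*. *Gsdmc3* (ENSMUSG00000055827.13, chromosome 15, 63857724 to 63878558) shares 46.9% of its windows, mostly with *Gsdmc2*, and had a log2 fold change of 2.80 (SE 0.35, edgeR, adjusted p = 0.0489). The immunoglobulin genes *Gm20730*, *Igkv5-37* and *Igkv9-123* on chromosome 6 had at most 1 count in each library labelled *RNF138*-/- and were at least 87.3-fold, 27.9-fold and 25.0-fold lower, with *Gm20730* sharing 11.3% of its windows. Without *RNF138* fl/fl replicate 3 of colitis none of these 6 genes was past the threshold (edgeR, adjusted p between 0.0605 and 0.280), and their adjusted p over all alternatives was between 1.07e-30 and 0.280. In CAC the largest increases were those of *Reg3g* (ENSMUSG00000030017.2, chromosome 6, 78466269 to 78468872), with a log2 fold change of 4.19 (SE 0.84, edgeR, adjusted p = 0.0426), *Defa-ps6* on chromosome 8 (3.34, SE 0.72, adjusted p = 0.0482) and *Defa30* on chromosome 8 (3.23, SE 0.68, adjusted p = 0.0463). *Defa-ps6* and *Defa30* share 64.8% and 52.4% of their windows with other genes and are uncertain. *Ctxn3* (chromosome 18) and *Adipoq* (chromosome 16) had 0 counts in every CAC library labelled *RNF138*-/- and were at least 13.0-fold and 11.2-fold lower, and *Apol10a* (chromosome 15, 16.9% of windows shared) had a log2 fold change of −10.18 (SE 1.92, edgeR, adjusted p = 0.0386). Without *RNF138* fl/fl replicate 3 the log2 fold change of *Apol10a* was −7.16 and that of *Reg3g* 5.08, *Reg3g* had 3.26 without replicate 2 labelled *RNF138*-/-, *Defa-ps6* 2.74 without replicate 1 labelled *RNF138*-/- and *Defa30* 4.02 without *RNF138* fl/fl replicate 1. Without replicate 2 labelled *RNF138*-/- none of these 6 genes was past the threshold (edgeR, adjusted p between 0.132 and 0.160). The same held without replicate 1 (between 0.102 and 0.1205) or replicate 3 (between 0.0765 and 0.108) labelled *RNF138*-/-. The adjusted p over all alternatives was between 2.74e-10 and 0.160. In the organoids the Y-linked *Ddx3y*, *Eif2s3y* and *Kdm5d* had 0 counts in every *RNF138* fl/fl library and were at least 604-fold, 199-fold and 87.7-fold higher. *Xist* and *Gm14719*, both on chromosome X, were at least 1769-fold and 51.7-fold lower, with 83.5% of the windows of *Gm14719* shared with *Ppdpf*. *Gp2* (chromosome 7, 119442537 to 119459285) had a log2 fold change of −5.97 (SE 0.55, edgeR, adjusted p = 8.36e-04), and −5.32 without *RNF138* fl/fl replicate 3. These 6 genes of the organoids were past the threshold in every alternative run for single genes (highest adjusted p 0.00742).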

In all three sets of samples, substantial differences were identified at transcriptomic level between the *RNF138*^fl/fl^ and *RNF138*^−/−^ genetic backgrounds (Fig. 3f; Supplementary Fig. S5a). As revealed in the gene ontology (GO) term analysis, these differences primarily attributed to changes in the intestinal epithelial cell differentiation, proliferation, apoptosis, and cellular senescence (Supplementary Fig. S5b). 

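Lists of 35 epithelial differentiation, 34 proliferation, 36 apoptosis and 28 senescence genes, written from general knowledge, stood for these functions, and the GO terms themselves were not used here. Each list was tested within each model by camera with a preset correlation of 0.01 between genes (two-sided), with Benjamini-Hochberg adjustment over 27 tests that also covered NF-κB, Wnt, STAT3 and DNA damage lists. Of the 27 tests 10 were past 0.05, of which only the Wnt target genes in the organoids were also past it by fry (adjusted p = 0.0449), and 0 were past it with a correlation estimated from the data (1 by its unadjusted p). List scores are the mean log2 CPM over a list's genes. In the organoids the sex-linked genes divide the libraries as the genotype labels do, so no list result there separates genotype from sex.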

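Of 34 differentiation genes tested in CAC, 31 were lower in libraries labelled *RNF138*-/-, with a median log2 fold change of −2.38 (camera, adjusted p = 1.58e-14). Their score was 7.96 ± 0.74 (SD, n = 3) in *RNF138* fl/fl libraries and 5.23 ± 0.41 in libraries labelled *RNF138*-/-, lower in 3 of 3 (exact permutation test, p = 0.1, the smallest possible). At an adjusted p under 0.05 over all genes tested 16 of them were lower, and 27 adjusted over the list alone. The median was −0.20 in colitis (camera, adjusted p = 0.274) and −0.41 in the organoids (adjusted p = 0.204), where 22 of 31 genes were lower, 6 of them past 0.05 over all genes tested and 4 adjusted over the list alone (*Gfi1*, *Clca1*, *Zg16* and *Chga*). In colitis no differentiation gene was past 0.05 over all genes tested (6 unadjusted), and *Alpi* (higher) and *Zg16* (lower) were adjusted over the list alone. The list was past 0.05 in colitis without replicate 2 labelled *RNF138*-/- (camera, adjusted p = 0.0191, between 0.0191 and 0.906 over all alternatives) and changed direction without replicate 3 (0.906) and by fgsea (0.904). In CAC it was not past 0.05 by fry (0.0826) or with the estimated correlation (0.659), with 5.78e-19 the lowest adjusted p of any alternative. These genes, like others named from the lists, were chosen after their values were seen. Marker genes of cell types also differed in CAC, with median log2 fold changes of −4.68 for smooth muscle, −3.45 for B and plasma cells, −0.73 for intestinal epithelium and −0.05 for fibroblasts. Those of myeloid cells (0.18) and squamous epithelium (1.15) were higher. For this and the other lists in CAC, a change within the epithelium and a change in the tissue taken cannot be told apart.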

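Of 34 proliferation genes tested in CAC, 32 were higher in libraries labelled *RNF138*-/-, with a median log2 fold change of 0.49 (camera, adjusted p = 2.65e-06, between 4.86e-07 and 0.679 over the alternatives, with 0.0831 by fry) and a score of 5.05 ± 0.03 (SD, n = 3) against 5.55 ± 0.21, higher in 3 of 3. None was past 0.05 over all genes tested (19 unadjusted) and 14 were higher adjusted over the list alone. The median was −0.06 in colitis (camera, adjusted p = 0.462), with 0 genes past 0.05 even unadjusted, and the list changed direction there without *RNF138* fl/fl replicate 2 (0.926). It was 0.24 in the organoids (camera, adjusted p = 0.110), with 28 of 34 higher. There *Ccnb2*, *Bub1*, *Foxm1*, *E2f1* and *Cenpf* were higher and *Pcna* lower over all genes tested, and *Foxm1*, *E2f1* and *Cenpf* adjusted over the list alone. The organoid list was past 0.05 without *RNF138* fl/fl replicate 3 (camera, adjusted p = 7.93e-04) and without replicate 2 labelled *RNF138*-/- (0.0315), in a range from 7.93e-04 to 0.856. *Mki67* (chromosome 7, 135689784 to 135716361) had log2 fold changes of −0.06 in colitis, 0.24 in CAC and 0.80 (SE 0.33, edgeR, adjusted p = 0.0909) in the organoids, where it was past 0.05 without *RNF138* fl/fl replicate 3 (0.00513) and with DESeq2 (0.0310), in a range from 0.00513 to 0.234. *Mki67* changed direction in colitis in fits that left out 1 library, between −0.20 and 0.06. *Pcna* (chromosome 2, 132249162 to 132253314) is uncertain because it shares 31.8% of its windows with *Pcna-ps2*. It had a log2 fold change of −0.05 in colitis, with 0.10 without replicate 1 labelled *RNF138*-/-, and of 0.52 in CAC (SE 0.13, edgeR, adjusted p = 0.0603, 0.0104 with DESeq2, in a range from 0.0104 to 0.175). In the organoids *Pcna* fell by 0.32 on the log2 scale (SE 0.11, edgeR, adjusted p = 0.0498, in a range from 0.0104 to 0.216). It was not past 0.05 there without *RNF138* fl/fl replicate 1 (0.0534), 2 (0.0740) or 3 (0.107), or without replicate 1 (0.0895), 2 (0.140) or 3 (0.216) labelled *RNF138*-/-. With all libraries kept it was also not past 0.05 with DESeq2 (0.0917) or RLE normalization (0.0642).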

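Of 35 apoptosis genes tested in the organoids, 26 were lower in libraries labelled *RNF138*-/-, with a median log2 fold change of −0.27 (camera, adjusted p = 0.0251, between 0.0176 and 0.679 over the alternatives) and a score of 4.88 ± 0.06 (SD, n = 3) against 4.58 ± 0.08, lower in 3 of 3. Over all genes tested 10 were lower at an adjusted p under 0.05 and 2 higher (*Tnfrsf10b* and *Cflar*), the same counts as adjusted over the list alone. The list was not past 0.05 without replicate 2 labelled *RNF138*-/- (camera, adjusted p = 0.0708). The medians were −0.01 in colitis (camera, adjusted p = 0.850), with 0 genes past 0.05 even unadjusted, and −0.11 in CAC (0.875). The list changed direction in CAC without replicate 3 labelled *RNF138*-/- (0.997, between 0.133 and 0.997 over the alternatives). The senescence list had medians of −0.09 in colitis (camera, adjusted p = 0.814), 0.43 in CAC (0.204) and 0.08 in the organoids (0.462). In colitis 0 of its genes were past 0.05 over all genes tested (4 unadjusted), and the direction changed without replicate 1 labelled *RNF138*-/- (0.875, between 0.616 and 0.910 over the alternatives). In CAC *Lmnb1* and *Hmga1* were higher and *Ypel3* lower over all genes tested, and 8 genes were higher and 6 lower adjusted over the list alone. In the organoids 7 senescence genes were higher and 3 lower (*Glb1*, *Ets2* and *Id1*), both over all genes tested and adjusted over the list alone.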

Further analysis of signaling networks underlying these functional changes illuminated the central role of the NF-κB signaling interconnecting with the diverse functional elements (Fig. 3g, h; Supplementary Fig. S5c, d). 

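A list of 58 NF-κB target genes and a list of 67 NF-κB pathway genes (receptors, adaptors, kinases, inhibitors and the NF-κB subunits), written from general knowledge, stood for NF-κB signaling, and the gene sets of the GSEA and the protein network were not used here. In colitis 31 of 48 target genes tested were higher in libraries labelled *RNF138*-/-, with a median log2 fold change of 0.20 (camera, adjusted p = 0.0106). Their score was 4.02 ± 0.06 (SD, n = 3) against 4.31 ± 0.17, higher in 3 of 3. In CAC 36 of 55 were higher, with a median of 0.31 (camera, adjusted p = 0.00651) and a score of 4.45 ± 0.29 against 4.95 ± 0.25, higher in 3 of 3. In the organoids 39 of 52 were higher, with a median of 0.36 (camera, adjusted p = 0.00834) and a score of 5.72 ± 0.28 against 6.17 ± 0.09, higher in 3 of 3. Exact permutation tests of these scores gave p = 0.1 in each model (two-sided, n = 3). No target gene was past 0.05 over all genes tested in colitis (11 unadjusted), and *Ltb*, *Ccl5*, *Nos2* and *Saa3* were higher adjusted over the list alone. In CAC *Il1b* and *Saa3* were higher by both adjustments. In the organoids 19 were higher and 6 lower over all genes tested, and 21 and 7 adjusted over the list alone. The other settings moved the list most with the correlation estimated from the data, to an adjusted p of 0.659 in colitis, 0.679 in CAC and 0.772 in the organoids, and by fry these values were 0.133, 0.153 and 0.133. Of the 58 target genes 27 are in another of the lists, and without them the adjusted p by camera was 0.0267 in colitis, 0.231 in CAC and 0.147 in the organoids. By fgsea the organoids had an adjusted p of 0.290. The list was not past 0.05 in colitis without *RNF138* fl/fl replicate 2 (camera, adjusted p = 0.0677) or without replicate 1 labelled *RNF138*-/- (0.204), or in CAC without replicate 1 labelled *RNF138*-/- (0.0610). The lowest adjusted p of any alternative was 0.00106 in colitis, 3.38e-04 in CAC and 5.00e-05 in the organoids.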

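The pathway list had a median log2 fold change of 0.02 in colitis (camera, adjusted p = 0.850), −0.03 in CAC (0.783) and 0.14 in the organoids (0.209, score 4.76 ± 0.08 against 4.97 ± 0.03, SD, n = 3, higher in 3 of 3). In colitis 0 of its genes were past 0.05 over all genes tested or adjusted over the list alone (8 unadjusted), and the direction of the list changed without replicate 1 labelled *RNF138*-/- (camera, adjusted p = 0.875, between 0.576 and 0.977 over the alternatives) and without the genes of several lists (0.831). In CAC *Tifa* and *Il1b* were higher and *Tradd* and *Tnfrsf11a* lower over all genes tested, and adjusted over the list alone *Traf5* and *Prkcb* were also lower. In CAC camera ranked the list as higher although its median was negative, and it was lower by fry (adjusted p = 0.960), by fgsea (0.998) and by camera without the genes of several lists (0.831), in a range from 0.352 to 0.998. In the organoids 16 genes were higher and 5 lower (*Tbk1*, *Irak2*, *Nod2*, *Otulin* and *Prkcq*) by both adjustments.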

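Of the NF-κB genes the paper names, *Cxcl1* (ENSMUSG00000029380.11, chromosome 5, 90891241 to 90893115) had 147 ± 40.8 CPM (SD, n = 3) in *RNF138* fl/fl organoids and 291 ± 40.5 in organoids labelled *RNF138*-/-, a log2 fold change of 0.99 (SE 0.21, edgeR, adjusted p = 0.00997, in a range from 8.57e-05 to 0.0422). In CAC its log2 fold change was 1.84 (SE 0.77, edgeR, adjusted p = 0.148), or 2.59 without *RNF138* fl/fl replicate 1, and in colitis its counts were too low to test. *Ptgs2* (chromosome 1, 150100031 to 150108227) had 307 ± 31.6 CPM in *RNF138* fl/fl organoids and 768 ± 192 in organoids labelled *RNF138*-/-, a log2 fold change of 1.32 (SE 0.19, edgeR, adjusted p = 0.00307, in a range from 1.22e-09 to 0.0135). Its log2 fold change of 0.93 in CAC (SE 0.69, edgeR, adjusted p = 0.366) rested on replicate 1 labelled *RNF138*-/- with 59.2 CPM, without which it was −0.35, and that in colitis was −0.70 (SE 0.50, adjusted p = 0.697), or −0.10 without *RNF138* fl/fl replicate 3. *Icam1* (chromosome 9, 21015985 to 21028817) shares 18.6% of its windows with *Gm47079*. It had log2 fold changes of 0.51 in colitis (SE 0.26, edgeR, adjusted p = 0.560), 1.47 in CAC (SE 0.34, adjusted p = 0.0529) and 0.64 in the organoids (SE 0.31, adjusted p = 0.135). It was past 0.05 in CAC without *RNF138* fl/fl replicate 3 (0.0275) and with DESeq2 (0.00180), and in the organoids without *RNF138* fl/fl replicate 1 (0.0193, in a range from 0.0193 to 0.334). *Map3k14* (chromosome 11, 103219762 to 103267472) had a log2 fold change of 1.04 in the organoids (SE 0.25, edgeR, adjusted p = 0.0159) and was not past 0.05 without *RNF138* fl/fl replicate 2 (0.0512) or without replicate 2 labelled *RNF138*-/- (0.0628, in a range from 0.00122 to 0.0628). For *Map3k14* the log2 fold changes were 0.33 in colitis (edgeR, adjusted p = 0.731) and −0.12 in CAC (0.685). *Myd88* had log2 fold changes of 0.22 in colitis (edgeR, adjusted p = 0.741) and −0.33 in CAC (0.295). In the organoids *Myd88* had 0.50 (SE 0.14, edgeR, adjusted p = 0.0273, in a range from 0.0120 to 0.157). *Myd88* was not past 0.05 there without *RNF138* fl/fl replicate 2 (0.0662) or with CPM that were not scaled by TMM (0.157). The same held without replicate 1 (0.0525), 2 (0.104) or 3 (0.0777) labelled *RNF138*-/-. *Nfkbia* had log2 fold changes of 0.50 in colitis, 0.19 in CAC and 0.28 in the organoids, *Nfkb1* of −0.15, 0.36 and 0.38, *Rela* of 0.06, 0.26 and 0.04, and *Ikbkb* of 0.15, 0.44 and −0.24, and none of these was past 0.05 (edgeR, adjusted p between 0.0725 and 0.973). In the organoids *Nfkb1* and *Nfkbia* were past 0.05 without *RNF138* fl/fl replicate 1 (0.00134, in a range up to 0.622, and 0.0304, in a range up to 0.607). *Ikbkb* was past it in CAC with DESeq2 (0.0162, in a range up to 0.206) and in the organoids, where it was lower, without TMM (0.0256). *Rela* changed direction in colitis in fits that left out 1 library (between −0.18 and 0.36) and in the organoids (between −0.07 and 0.24). *Chuk* and *Ikbkg* were not past 0.05 in any model (edgeR, adjusted p between 0.307 and 0.974), and *Chuk* was lower in the organoids with CPM not scaled by TMM (0.0489). In the organoids *Xist* and the Y-linked genes divide the libraries as the genotype labels do, so an effect of sex cannot be told apart from the genotype. All 12 fibroblast marker genes were also higher in organoids labelled *RNF138*-/- (median log2 fold change 1.52). Counts of whole cultures do not show which cells made a transcript.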

Nuclear staining of p65 as an indicator downstream of NF-κB signaling were significantly enhanced upon *RNF138* deletion (Fig. 3i, j). Thus, RNF138 is functionally linked to the NF-κB signaling that is critical for a cascade of events from the onset of colitis to the colitis-to-tumor transition and further CAC tumor progression.

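Whether the NF-κB target genes changed by different amounts in the 3 models was tested in one fit of all 18 libraries. The median difference in log2 fold change was −0.08 between CAC and colitis (camera, adjusted p = 0.644), 0.27 between organoids and colitis (0.644) and 0.01 between CAC and organoids (0.983), adjusted over 27 tests. For the NF-κB pathway genes these medians were −0.04 (adjusted p = 0.746), 0.18 (0.284) and −0.07 (0.580). None of these differences was past 0.05. The paper reasons from the enrichment of NF-κB signaling among the transcriptomic differences (Fig. 3g, h) and from the nuclear staining of p65 (Fig. 3i, j), which was not analysed here, and concludes that RNF138 is functionally linked to NF-κB signaling in colitis and CAC.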

We also recapitulated this phenomenon in human CRC cell lines where the *RNF138* expression was suppressed *via* specific small interfering RNA (siRNA). In both HCT116 and RKO cells, upon *RNF138* RNA*i*, p65 levels were moderately increased though with significant increase in the phosphorylation of p65 (pp65) (Supplementary Fig. S5e), consistent with results observed when disrupting RNF138 by CRISPR-Cas9 (Fig. 3k). Furthermore, RNF138 deficiency enhanced the nuclear translocation of p65 (Fig. 3l) that led to the increase in the downstream gene expression (*NFκB1*, *IκBα*, *CXCL1*, and *IL8*), overall highlighting enhanced activation of the NF-κB signaling pathway (Fig. 3m; Supplementary Fig. S5f). In brief, RNF138 negatively regulates the NF-κB signaling during colorectal tumorigenesis.

### RNF138 restrains the activation of NF-κB signaling by retaining NIBP in the nucleus

RNF138 seems not engaged in the canonical NF-κB signaling pathway directly (Supplementary Table 5; Supplementary Fig. S6a) but through the association with NIK- and IKK-β-binding protein (NIBP), a NF-κB signaling transduction regulator identified previously.^30,31^ The interaction between RNF138 and NIBP was confirmed by immunoprecipitation, and most likely occurs in the nucleus (Fig. 4a) as NIBP distributes in both the nucleus and cytoplasm whereas RNF138 resides primarily in the nucleus (Fig. 4b). As revealed in the proximity ligation assay, NIBP interacts with RNF138 directly in the nucleus (Fig. 4c) whereas it is associated with IKKβ (Fig. 4d), in the cytoplasm.^30^ Upon the RNA*i* against NIBP, the activation of NF-κB was significantly compromised, which was reflected in the reduction both in the phosphorylation of p65, (Fig. 4e) and in the transcription of downstream genes featured by *NFкB1, IκBα, CXCL1, and IL8* (Fig. 4f), suggesting that NIBP likely mediates the regulation of NF-κB by RNF138. Furthermore, the loss of *NIBP* restored the NF-кB signaling that was distorted due to the defective RNF138 (Fig. 4g). In summary, RNF138 regulates the NF-κB signaling at least partially via NIBP.

**Fig. 4:**
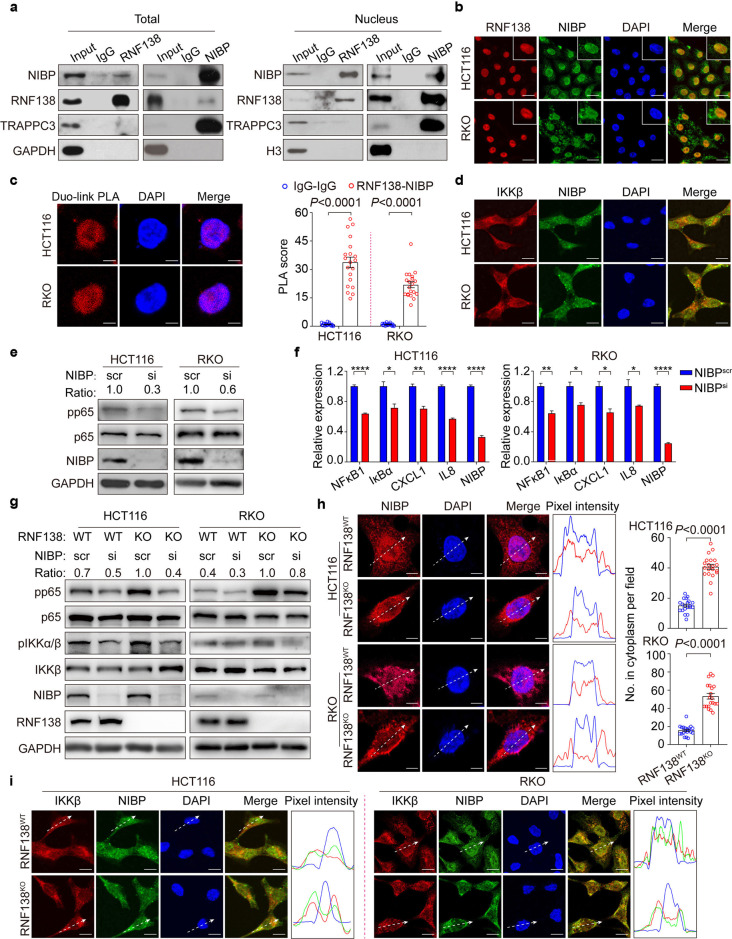
Nuclear-cytoplasmic partitioning of NIBP is regulated by RNF138 and contributes to the activation of NF-κB signaling. **a** Co-immunoprecipitation analysis of endogenous RNF138 and NIBP interactions in HCT116 total lysates (left) and nuclear extracts (right). IgG was used as control. **b** Immunostaining analysis of RNF138-NIBP co-localization in HCT116 and RKO cells. Nuclei were stained with DAPI. Insets show stained areas in more detail. Scale bar, 20 μm. **c** Representative confocal images (left) and quantification (right, *n* = 20) of endogenous RNF138 and NIBP interactions in HCT116 and RKO cells using proximity ligation assay. IgG were used as controls. Scale bar, 5 μm. **d** Immunostaining analysis of the co-localization of endogenous IKKβ and NIBP in HCT116 and RKO cells. Scale bar, 5 μm. **e** Immunoblots of phosphorylation, total levels of p65 in HCT116 and RKO cells transfected with si-NIBP or control siRNA. **f** qPCR analysis of NF-κB target gene expression in HCT116 and RKO cells (*n* = 3) with NIBP inhibition. *P < 0.05; **P < 0.01 and ****P < 0.0001. **g** Immunoblots of phosphorylation and total levels of p65 and IKKβ in RNF138^WT^ and RNF138^KO^ HCT116 and RKO cells with NIBP inhibition. **h** Representative immunostaining images of NIBP localization in RNF138^WT^ and RNF138^KO^ HCT116 and RKO cells, and the distribution of relative fluorescence intensities of lines scanned across the nucleus (right). Quantification of cytoplasmic NIBP intensity in HCT116 and RKO cells (*n* = 20). Scale bar, 5 μm. **i** Immunostaining analysis of IKKβ-NIBP co-localization in RNF138^WT^ and RNF138^KO^ HCT116 and RKO cells and relative pixel intensity of lines scanned across the nucleus. Scale bar, 20 μm

RNF138 serves as a Ub-E3 ligase in DNA damage response.^22,23,32,33^ In contrast, the level of NIBP remained unchanged upon the disruption of RNF138 by either RNA*i* or knockout (Supplementary Fig. S6b), suggesting the functional association between two is likely independent of ubiquitination and protein-degradation. Interestingly, the paradigm of NIBP subcellular distribution was shifted upon *RNF138* depletion, with significant increase in the nuclear partitioning coincided with the decreased cytoplasmic presence (Fig. 4h), which consequently enhanced the co-localization of NIBP and IKKβ as observed in the RNF138-deficient HCT116 and RKO cells (Fig. 4i).

Thus, we propose that the nuclear-cytoplasmic partitioning of NIBP contributes significantly to the key mechanism by which RNF138 regulates the NF-κB signaling transduction.

### The Ub-E3 ligase activity is dispensable for the regulation of NIBP by RNF138

The ubiquitin interacting motif (UIM) located in RNF138 extreme C-terminus (AA225-243) is essential for its interaction with NIBP as opposed to the RING domain (AA18-58) and triple Zinc finger (ZNF) (ZNF1 AA86-105, ZNF2 AA159-180, and ZNF3 AA189-215) (Fig. 5a, c). However, little impact on the interaction between RNF138 and NIBP was observed when RNF138, as a Ub-E3 ligase, became inactive with specific mutations introduced to the catalytic cysteines (C18A/C54A) (Fig. 5c). We also identified the second (AA360-669) and the third Trs120 domain (AA882-1100) in NIBP were primarily responsible for its interaction with RNF138 (Fig. 5b, d).

**Fig. 5:**
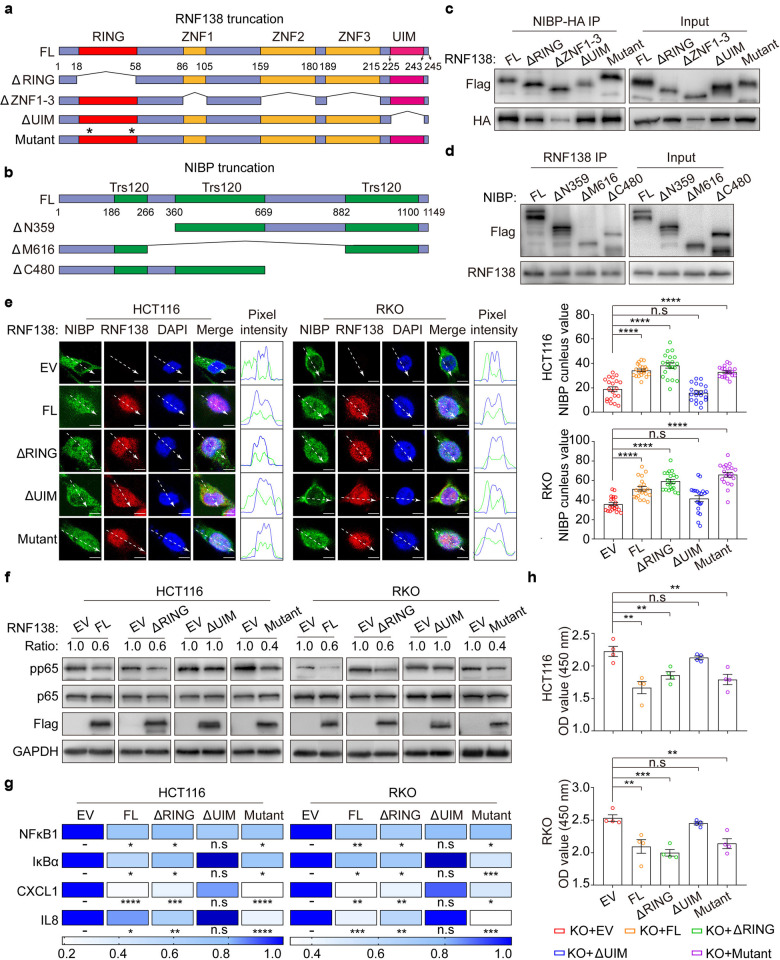
The regulation of NIBP by RNF138 is independent of the Ub-E3 ligase activity. **a** Schematic representation of RNF138 mutant constructs. Asterisk indicates amino acid residue mutant location (C/A) in RING domain. **b** Schematic representation of NIBP truncation constructs map. **c** Co-IP analysis of the interaction between HA-NIBP and full-length or truncated Flag-RNF138 mutants in 293T cells. **d** Co-IP analysis of the interaction between RNF138 and Flag-NIBP truncations in 293T cells. **e** Representative images of NIBP-immunostaining in HCT116 and RKO RNF138^KO^ cell lines transfected with empty vector or RNF138 truncations (flag-red), with co-localization as shown by the pixel intensity profile. Quantification of NIBP nucleus intensity in HCT116 and RKO cells transfected with different RNF138 mutants (right). Scale bar, 5 μm. **f** Immunoblots of phosphorylation and total p65 levels in HCT116 and RKO-knockout cells transfected with EV or different RNF138 truncations. **g** qPCR analysis of NF-κB target gene expression in HCT116 and RKO-knockout cells transfected with EV or RNF138 truncations. **h** Cell viability of HCT116- and RKO-knockout cells transfected with EV or RNF138 truncations

This molecular connection was also reflected at functional level. The distorted nuclear partitioning of NIBP due to *RNF138* deficiency could be restored by ectopically expressing either the full-length protein (FL), RING domain protein-truncated protein (ΔRING) or the catalytic cysteines C/A mutant (Mutant), but much less effective with the UIM-truncated protein (Fig. 5e). Furthermore, in contrast to the UIM-truncated protein, either the full length, the RING domain-truncated, or the catalytic cystine C/A mutant could restore the NF-κB signaling distorted by the loss of RNF138, which was manifested first by changes in the phosphorylation of p65 (Fig. 5f), then the expression of downstream genes including *NF-кB1*, *IκBα*, *CXCL1*, and *IL8* (Fig. 5g), and further in cell proliferation (Fig. 5h). Importantly, the UIM-truncated RNF138 failed to exert impact on the proliferation as opposed to the full-length protein, the RING domain-truncated, and the catalytic cystine C/A mutant RNF138. Therefore, RNF138 regulates NF-κB signaling through its physical and functional interaction with NIBP independent of its Ub-E3 ligase activity.

### *RNF138* downregulation coincides with the aberrant NF-кB signaling in CRC associated with unfavorable clinical outcomes

A significant positive correlation was established between RNF138 expression and p65 total level using human primary CRC TMAs (n = 420) (Supplementary Fig. S7a). Similar association was also established between RNF138 expression with the cytoplasmic accumulation of p65 as opposed to the nuclear translocation of p65 as an indicator of NF-кB activation in CRC tissue specimens (Supplementary Fig. S7b, c), suggesting that RNF138 negatively regulates the NF-кB signaling transduction. We further observed significant downregulation of RNF138 in the CRC tissue specimens that coincided with the hyperactivation of NF-кB signaling pathway indicated by the changes in the p65 nucleic/cytoplasmic (N/C) ratio (Fig. 6a, b). Specifically, the CRC patients were stratified into four groups based on the level of RNF138 and the pp65 N/C ratio, i.e., RNF138^high^-pp65 N/C ratio^low^, RNF138^low^-pp65 N/C ratio^high^, RNF138^high^-pp65 N/C ratio^high^, and RNF138^low^-pp65 N/C ratio^low^. The Kaplan–Meier survival analysis shown that CRC patients with RNF138^low^-pp65 N/C ratio^high^ had shorter disease-free survival and overall survival compared with the other three CRC subtypes (Fig. 6c, d). Importantly, RNF138^low^-pp65 N/C ratio^high^ tumors exhibited much more aggressive clinical features (Fig. 6e, f; Supplementary Fig. S7d, e). Moreover, RNF138, the pp65 ratio (N/C), and the progression and prognosis of CRC patients were inversely correlated (Fig. 6g, h; Supplementary Fig. S7f). In particular, the sustained activation of NF-кB signaling occurred in two RNF138-ablated CRC subtypes associated with much more aggressive tumors and adverse outcomes, indicating the inverse correlation between RNF138 expression and the pp65 N/C ratio in tumors (*n* = 284) (Fig. 6i–l; Supplementary Fig. S7g, h), consistent with the changes in downstream gene expression highlighted in the cases of ICAM1 and PTGS2 (Fig. 6m, n).

**Fig. 6:**
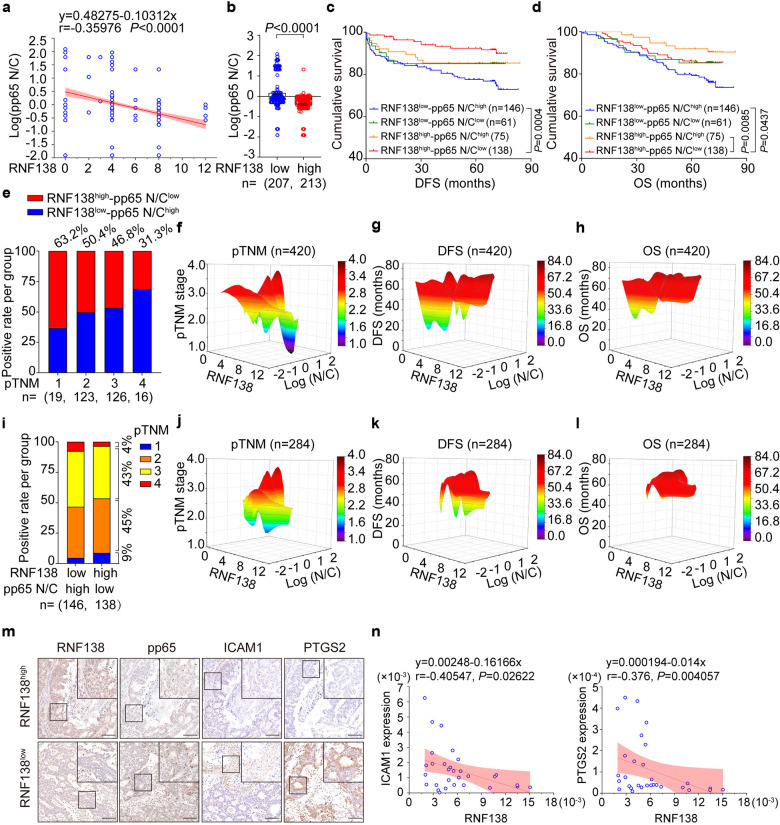
*RNF138* reduction coincided with aberrant activation of NF-кB signaling and correlated with unfavorable clinical outcomes in the CRC patients. **a** Correlation between log(pp65 N/C) and RNF138-staining according to Pearson’s test. The formula, coefficient of correlation (r), and the *P* value are indicated (*n* = 420). **b** Assessment of log(pp65 N/C) expression levels in low (*n* = 207) and high (*n* = 213) RNF138 CRC tissues. Data are mean ± SEM. Kaplan–Meier survival curves of DFS (**c**) and OS (**d**) stratified by RNF138 and pp65 N/C expression in CRC TMAs (*n* = 420). Log-rank test was used. **e** Percentages of RNF138^high^-pp65 N/C ratio^low^ (red) and RNF138^low^-pp65 N/C ratio^high^ (blue) according to pTNM stage (1, 2, 3, 4) (*n* = 284). Correlation among RNF138, log(pp65 N/C), and pTNM stage (**f**), DFS (**g**), and OS (**h**) in CRC patient TMAs (*n* = 420). Log(N/C) indicates log(pp65 N/C). **i** Percentages of pTNM stage in RNF138^high^-pp65 N/C ratio^low^ (*n* = 138) and RNF138^low^-pp65 N/C ratio^high^ (n = 146) in CRC patient TMAs (*n* = 284). Correlation among RNF138, log(pp65 N/C), and pTNM stage (**j**), DFS (**k**), and OS (**l**) in CRC patient TMAs (*n* = 284). Log(N/C), log(pp65 N/C). **m** IHC analysis of pp65, ICAM1, and PTGS2 in low- and high-RNF138-expressing CRC samples. Scale bar, 100 μm. **n** Correlation between RNF138 mRNA levels and NF-κB target genes according to qPCR analysis. The formula, coefficient of correlation (r), and the *P* value were provided *via* Pearson’s test (*n* = 30)

In brief, poor prognosis in CRC patients significantly correlates with the elevated NF-кB signaling coincided with *RNF138* downregulation in the affiliated tumors. Therefore, we highlighted the possibility of using RNF138 downregulation as indicator for both prognosis and the therapeutic interventions targeting the NF-κB signaling.

### Targeting the NF-кB signaling suppresses CRC growth associated with RNF138-ablation

We then further explored the therapeutic potential in targeting the distorted NF-κB signaling associated with RNF138 downregulation. SC75741 appeared effective in suppressing CRC tumor cell growth by the NF-κB pathway (Supplementary Fig. S8a–d), and could restore the aberrant NF-κB signaling with deficient RNF138-NIBP axis (Supplementary Fig. S8e). We therefore selected SC75741 as a specific chemical probe to address the effect of targeting the NF-κB signaling on the CRC progression. The *RNF138*^*WT*^ and *RNF138*^*KO*^ xenografts (CDX) were generated in parallel by injecting the corresponding HCT116 cells into the nude mice prior to the SC75741 treatment (Fig. 7a). Upon the treatment, the tumor growth was remarkably repressed in the *RNF138*^*KO*^ xenografts, reflected in the reduction in both tumor volume and weights, whereas no significant difference was observed in the *RNF138*^*WT*^ counterparts (Fig. 7b, c; Supplementary Fig. S9a, b). This inhibition was also marked at molecular level by the significant reduction in the Ki67 and PCNA staining of the *RNF138*^*KO*^ xenografts compared with the WT, indicating an impaired proliferation as the result of the inhibition of NF-κB signaling (Fig. 7d; Supplementary Fig. S9c).

**Fig. 7:**
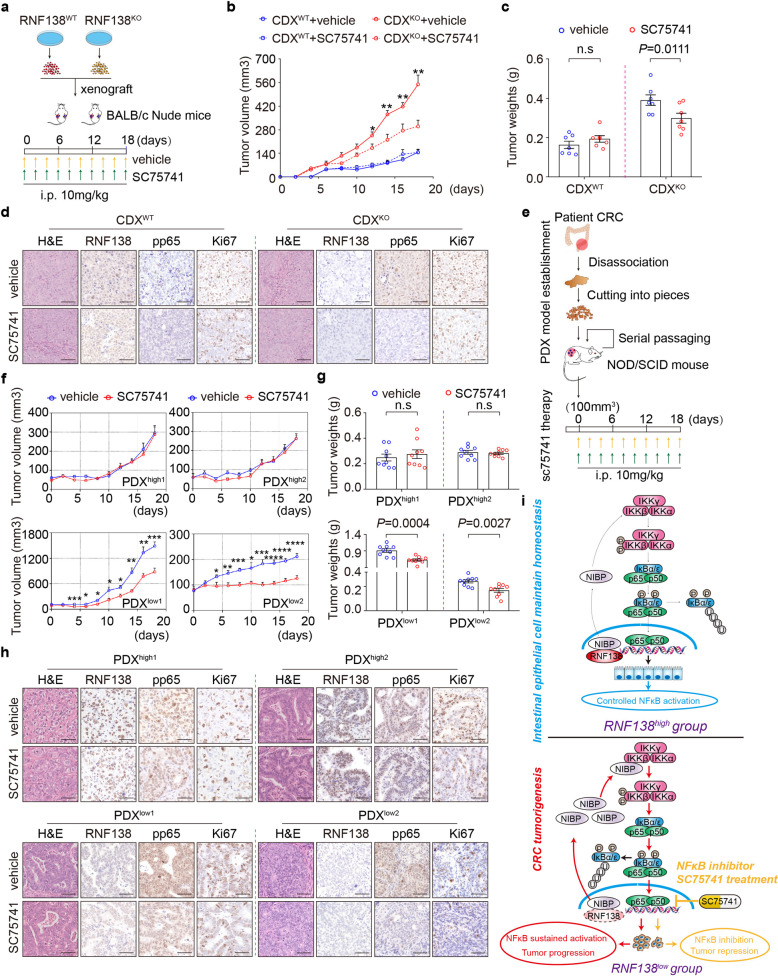
Targeting NF-кB signaling suppresses the RNF138-ablated CRC tumor growth. **a** Schematic overview of HCT116 CDX model establishment and SC75741 treatment. **b** The tumor growth curve of CDX model in RNF138^WT^ and RNF138^KO^ HCT116 cells treated with vehicle or SC75741 for 18 days *n* = 7. **c** Quantification of tumor weights from CDX model 18 days post-implantation (*n* = 7). **d** Representative H&E and IHC-staining of RNF138, pp65, and Ki67 from nude mice tumors. Scale bar, 25 μm. **e** Schematic overview of PDX model establishment and SC75741 treatment. **f** Tumor growth curve of PDX model of RNF138^high^-pp65 N/C ratio^low^ and RNF138^low^-pp65 N/C ratio^high^ treated with vehicle or SC75741 for 18 days (*n* = 9). **g** Quantification of tumor weights from PDX models on the 18th day post-injection SC75741 (*n* = 9). **h** Representative H&E and IHC-staining with anti-RNF138, -pp65, and -Ki67 antibodies in tumor tissue from PDX models. Scale bar, 25 μm. **i** Proposed model for the role of NF-κB signaling regulated by RNF138 in colonic neoplastic transformation, progression, and SC75741 treatment

We further evaluate the results in a more clinical-relevant context with the CRC patient-derived xenograft (PDX) models (Fig. 7e). Specifically, the corresponding fragments derived from either RNF138^high^-pp65 N/C ratio^low^ (patient-1 and patient-2) or RNF138^low^-pp65 N/C ratio^high^ (patient-3 and patient-4) CRC tumors were transplanted into NOD/SCID mice for PDX models (Supplementary Fig. S9f; Supplementary Table 6). SC75741 effectively blocked the activation of NF-κB signaling in all these models and specifically inhibited the growth of the RNF138^low^-pp65 N/C ratio^high^ PDX model (Fig. 7f, g; Supplementary Fig. S9d, e). In contrast, no significant change was observed in the RNF138^high^-pp65 N/C ratio^low^ PDX models (Fig. 7f, g; Supplementary Fig. S9e). The Ki67- and PCNA-staining also indicated specific reduction in cell proliferation, accompanied by the diminished NF-κB signaling, in the RNF138^low^-pp65 N/C ratio^high^ model (Fig. 7h; Supplementary Fig. S9g).

Collectively, these results strongly support the role of aberrant activation of NF-κB pathway in the CRC progression that is specially associated with *RNF138* dysregulation. We propose NF-κB signaling-targeted therapy as the potential effective clinical intervention for the CRC with poor prognosis specifically associated with RNF138 downregulation (Fig. 7i).

## Discussion

RNF138 functions as a Ub-E3 ligase to protect genome stability.^22,23,34^ However, mounting evidence suggests more complex functionality around RNF138, particularly between its *RNF138* expression with carcinogenesis and chemoresistance.^35,36^ Multiple studies confirmed differential expressions of RNF138 in different physiological and pathological settings.^36–38^ Therefore, it is conceivable that RNF138 may reveal different aspects of its functionality under different circumstances. For example, RNF138 drives NF-κB activation and lymphomagenesis through destabilizing MYD88 L265P by ubiquitination,^25^ which differs from the mechanism proposed by this work. We revealed here a close association between *RNF138* expression and NF-κB-mediated inflammation that is central to CRC tumorigenesis and prognosis. Using the ex vivo colitis and CAC models, we confirmed that RNF138 functions as a suppressor of CRC tumorigenesis through preventing excessive activation of NF-κB signaling. These findings together raise a possible interplay between DNA damage and repair process and inflammation in the context of tumorigenesis, particularly when considering the increasing amount of evidence showing that disrupting DNA damage response and repair accelerates inflammation.^39,40^ On the other hand, loss of cell/tissue integrity as well as other pathological alterations due to chronic inflammation leave higher vulnerability of DNA damages and potential mutations as the base of tumorigenesis.^41,42^ Hence investigating the role of RNF138 in these medical contexts could provide crucial insights into the interplay between these two processes. However, no significant correlation was observed between RNF138 and DNA damage response, indicated by γH2AX, in our colitis, CAC, or CAC-derived organoids models (Supplementary Fig. S10a, b), therefore in line with the notion of complex functionality of RNF138 in different physiological and pathological settings. RNA-seq analysis of *RNF138*-deficient models and in-depth data analysis revealed NF-кB signaling as the key target of RNF138 whereas other CRC-correlated genetic pathways, such as Wnt signaling and STAT3 signaling, were not remarkably altered with RNF138 depletion (Supplementary Fig. S10c–f). 

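A list of 33 Wnt target genes and a list of 34 STAT3 target genes, written from general knowledge, were tested in the same libraries. In colitis the Wnt list had a median log2 fold change of −0.01 (camera, adjusted p = 0.956), with 0 of 31 genes past 0.05 over all genes tested or adjusted over the list alone (6 unadjusted). Camera ranked it as higher there although the median was negative, and as lower without *RNF138* fl/fl replicate 3 (camera, adjusted p = 0.543), without replicate 2 labelled *RNF138*-/- (0.557) and with genes of at least 10 counts in every library (0.738), in a range from 0.543 to 0.986. In CAC 28 of 32 Wnt target genes were higher in libraries labelled *RNF138*-/-, with a median of 1.10 (camera, adjusted p = 6.90e-07). Their score was 5.61 ± 1.03 (SD, n = 3) against 6.95 ± 0.15, higher in 3 of 3, and *RNF138* fl/fl replicate 3 had 4.43 against 6.09 and 6.31 in the other *RNF138* fl/fl libraries. *Mmp7* and *Slc12a2* were higher over all genes tested, and 6 genes were higher and *Nkd2* and *Ppard* lower adjusted over the list alone. In the organoids 23 of 32 were lower, with a median of −0.88 (camera, adjusted p = 2.72e-07) and a score of 7.10 ± 0.11 against 6.41 ± 0.14, lower in 3 of 3. Over all genes tested 19 were lower and 4 higher (*Nkd2*, *Cd44*, *Fzd7* and *Ppard*), and 19 and 5 (also *Ccnd1*) adjusted over the list alone. By fry the adjusted p in CAC was 0.119, and with the correlation estimated from the data it was 0.679 in CAC and 0.659 in the organoids. The lowest adjusted p of the alternatives was 2.70e-11 in CAC and 7.65e-09 in the organoids. *Ctnnb1* (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507) shares 18.6% of its windows with *Ulk4*. It had log2 fold changes of −0.08 in colitis (edgeR, adjusted p = 0.938, SE 0.21), 0.45 in CAC (SE 0.16, adjusted p = 0.112) and −0.57 in the organoids (SE 0.14, adjusted p = 0.0155). *Ctnnb1* was higher in colitis without replicate 1 labelled *RNF138*-/- (0.08), past 0.05 in CAC with DESeq2 (0.00391, in a range up to 0.277), and not past it in the organoids without replicate 1 (0.0703) or 2 (0.0726) labelled *RNF138*-/-, where the lowest value was 5.62e-04.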

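The STAT3 list had 23 of 29 genes higher in colitis, with a median log2 fold change of 0.56 (camera, adjusted p = 2.33e-04) and a score of 4.03 ± 0.11 (SD, n = 3) against 4.83 ± 0.19, higher in 3 of 3. None of its genes was past 0.05 over all genes tested (11 unadjusted), and *Saa3* and *Reg3b* were higher adjusted over the list alone. In CAC 22 of 30 were higher, with a median of 0.59 (camera, adjusted p = 0.00258) and a score of 5.11 ± 0.22 against 5.82 ± 0.27, higher in 3 of 3. *Saa3* and *Reg3g* were higher over all genes tested, and *Socs3* and *Icam1* also adjusted over the list alone. In the organoids 24 of 31 were higher, with a median of 0.21 (camera, adjusted p = 0.105) and a score of 6.20 ± 0.09 against 6.59 ± 0.06, higher in 3 of 3. There 7 were higher and 5 lower (*Bcl2l1*, *Myc*, *Pim1*, *Lcn2* and *Lrg1*) over all genes tested, and 8 and 5 adjusted over the list alone. The organoid list was past 0.05 without *RNF138* fl/fl replicate 1 (camera, adjusted p = 0.0367) and without replicate 1 labelled *RNF138*-/- (0.0482), in a range from 0.0367 to 0.687. By fry the adjusted p was 0.119 in colitis and 0.117 in CAC, and by fgsea it was 0.115 in colitis. The lists share genes with others, 13 of 34 for STAT3 and 4 of 33 for Wnt, and without shared genes the STAT3 list had an adjusted p of 0.0989 in CAC. The lowest adjusted p of the alternatives was 1.20e-07 in colitis and 2.38e-04 in CAC, and the highest was 0.659 and 0.679. *Stat3* (chromosome 11, 100885098 to 100939540) had log2 fold changes of −0.05 in colitis (SE 0.16, edgeR, adjusted p = 0.950), 0.55 in CAC (SE 0.18, adjusted p = 0.0970) and 0.17 in the organoids (SE 0.14, adjusted p = 0.365), and its fits in colitis that left out 1 library gave values between −0.10 and 9e-04.

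**Figure D2:**
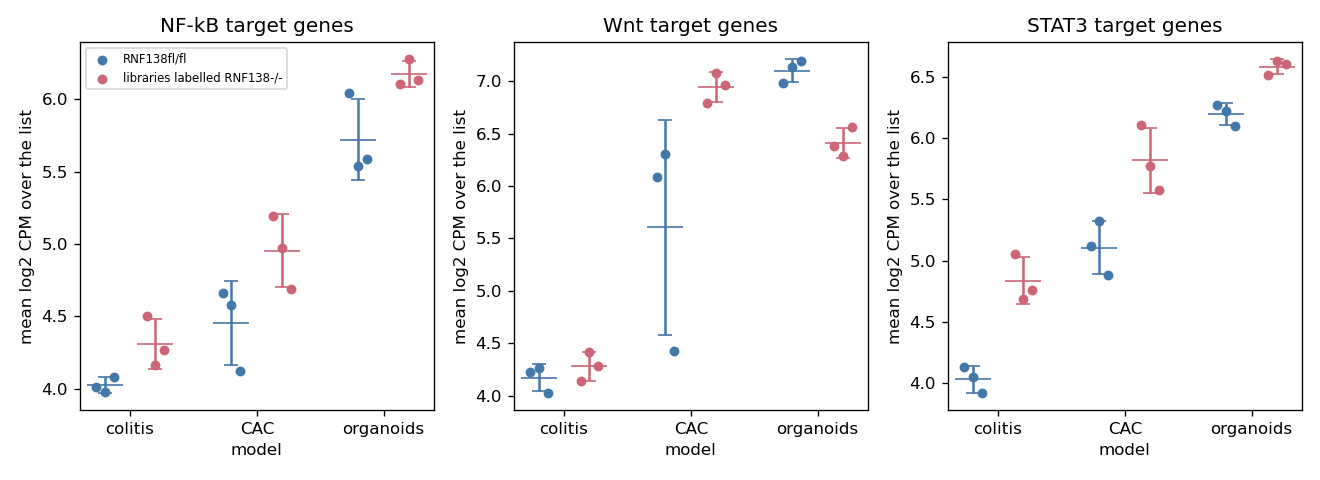
Mean log2 CPM over the NF-κB, Wnt and STAT3 target genes in each library of the 3 models, as points, with the mean as a line and the SD as bars. The Wnt means of libraries labelled *RNF138*-/- are 6.95 in CAC and 6.41 in the organoids against 5.61 and 7.10 in *RNF138* fl/fl libraries.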

In the same line, the enhanced activation of NF-кB signaling occurred in CRC cells with RNF138 deficiency, implying a new regulatory mechanism for NF-кB signaling by RNF138. Although we appreciate the fact that RNF138’s E3 ligase activity may play important roles in different tumorigenesis processes,^25^ our work nevertheless highlights its functionality aspects independent of the E3 ligase activity by showing its control of the nucleocytoplasmic partition of NIBP as a key regulator of NF-κB signaling. Specifically, the UIM domain of RNF138 mediates its interaction with NIBP, critical for balancing the activation of NF-κB.

In diverse cancer types, the regulation of NF-кB signaling frequently become distorted, resulting in constitutive and unwarranted activation of the pathway associated with chronic inflammation.^12,15^ Therefore, reversing this process by targeting the NF-кB signaling have been an attractive direction in therapeutic development.^43^ Significant advance in the field is manifested in a collection of promising NF-кB inhibitors both in the development pipeline and in clinic.^44–46^ However, much left behind is our knowledge on the prerequisites for determining the timing and potential clinical outcome of such interventions. Particularly, effective early clinical indicators of aberrant NF-кB pathways are lacking, greatly hindering the applications of corresponding chemotherapeutic innovations. We demonstrated that downregulation of *RNF138* significantly promoted the transition from colitis to tumor and sensitized the CRC cells to SC75741, a highly potent and specific NF-κB signaling inhibitor. More importantly, this notion was further supported by the observations in the CDX and PDX models, highlighting the potential of SC75741 in specific NF-κB-targeting therapy for treating the CRC patients with low *RNF138* expression and hyperactivation of NF-κB (high pp65 N/C ratio). Critically, this clinical index was associated with a significant proportion (~34.8%, [146/420]) of CRC patients in our cohort, and with poorer prognoses compared with the rest of the cohort. This prompts us to wonder the possibility that low RNF138 and high pp65 N/C ratio in combination can be utilized as a useful indicator in clinic for the choice of NF-κB chemotherapeutic strategies.

In conclusion, our work promotes the potential of targeting NF-κB signaling in chemotherapy for CRC by dissecting the molecular mechanism underlines the aberrant activation of NF-κB signaling coincided with the loss of RNF138 and addresses the importance of RNF138 as a prognosis indicator for such treatments (Supplementary Fig. S11).

## Materials and methods

### Human specimens

The primary CRC tissues and 420 CRC tissue microarrays (TMAs) with follow-up were obtained from the Cancer Hospital, Chinese Academy of Medical Sciences (Beijing, China). Patient consent and approval were obtained from the Institutional Research Ethics Committee for research purpose (NCC2019C-016). The 134 paired CRC specimens were obtained from Shanghai Biochip. The detailed clinicopathological characteristics of the patients are summarized in Supplementary Tables 3, 4 and 6.

### Mice

RNF138-deficient mice were generated as previously described.^24^ Female BALB/c nude mice and NOD/SCID mice were obtained from Beijing Vital River Laboratory Animal Technology. All protocols were approved by the Institutional Animal Care and Use Committee at the Institution of Basic Medical Sciences (005-2016).

### Cell culture

HCT116, RKO, and HEK293T cell lines were obtained from the Cell Resource Center of Peking Union Medical College (Beijing, China) and cultured as described elsewhere.^47^ All cell lines were maintained at 37 °C, in a 5% CO_2_ incubator and used before reaching 20 passages.

### Quantification and statistical analysis

A comparison of two groups was analyzed by Student’s *t*-test. Kaplan–Meier curves for survival were generated and analyzed by a log-rank test. The clinicopathological parameters in CRC cases were analyzed using Pearson’s chi-square test or Fisher’s exact chi-square test. Correlation studies were analyzed with Pearson’s or Spearman’s rank correlation tests. *P* value less than 0.05 were considered statistically significant. GraphPad Prism 8.0, SPSS 20.0, and Origin2019b were used to generate graphs and statistical analyses. The results are repeated at least three times and are presented as the means ± SEM for all quantified data, unless stated otherwise.

## Supplementary information

Supplementary Materials

## Data Availability

All data supporting the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: RING finger 138 deregulation distorts NF-кB signaling and facilities colitis switch to aggressive malignancy
**Source:** Signal Transduct Target Ther. 2022 Jun 13;7:185. doi: 10.1038/s41392-022-00985-1
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Materials for

**RING finger 138 deregulation distorts NF-кB signaling and facilities colitis switch to aggressive malignancy**

Yalan Lu^1,2,3,4#^, Rong Huang^1,5#^, Jianming Ying^3^**^,^**^6#^, Xingchen Li^2,3#^, Tao Jiao^1^, Lei Guo^6^, Haitao Zhou^2,3^, Han Wang^1^, Amannisa Tuersuntuoheti^1^, Jianmei Liu^2,3^, Qichen Chen^2,3^, Yanhong Wang^1^, Luying Su^1^, Changyuan Guo^6^, Fu Xu^1^, Ziyi Wang^1^, Yan Lu^1^, Kai Li^1^, Junbo Liang^1^, Zhen Huang^2,3^, Xiao Chen^2,3^, Jinjie Yao^2,3^, Hanjie Hu^2,3^, Xiaowen Cheng^7^, Yufeng Wan^7^, Xinyan Chen^7^, Ning Zhang^8^, Shiying Miao^1^, Jianqiang Cai^2,3^, Linfang Wang^1^, Changzheng Liu^1*^, Wei Song^1*^, Hong Zhao^2,3*^

# Yalan Lu, Rong Huang, Jianming Ying, and Xingchen Li contributed equally to this work.

**This PDF file includes:**

Materials and Methods

Figures S1 to S11

Tables S1 to S7

**Materials and Methods**

**Public database analysis**

The expression of RNF138 in 10 cancer types was based upon data generated by the TCGA Research Network (<http://cancergenome.nih.gov/>). TCGA disease codes and abbreviations: CRC, colorectal adenocarcinoma (combining COAD and READ projects); SKCM, cutaneous melanoma; LIHC, hepatocellular carcinoma; CHOL, cholangiocarcinoma, THCA, thyroid carcinoma; PAAD, pancreatic adenocarcinoma; HNSC, head and neck squamous cell carcinoma; THYM, thymoma; UCEC, uterine corpus endometrial carcinoma; LUAD, lung adenocarcinoma. *RNF138* expression was indicated as fragments per kilobase million (FPKM). Information on the expression of RNF138 in CRC was downloaded from the GEO database (https://www.ncbi.nlm.nih.gov/geo/) for accession numbers GDS4382, GDS2947, and GDS4718.

**RNF138 antibody**

An *RNF138* fragment containing amino acid residues 60-245 was inserted into the N-His-pET-28a expression vector. The construct was transformed into Transetta (DE3) [competent](C:/Users/lulu/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html#/javascript:;) [cell](C:/Users/lulu/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html#/javascript:;)s (TransGen Biotech, CD801-02, Beijing, China) and RNF138 fragment expression was induced by IPTG (0.8 mM，Sigma-Aldrich, I6758, MO, USA). The protein was separated by 8% SDS-PAGE, and the target band was triturated and dissolved in 8 M urea at 37°C for 1 hour. The supernatant was incubated with renaturing solution (4 M Urea, 50 mM Tris, 0.5 mM EDTA, 50 mM NaCl, 0.4 M Argine, 5 mM DTT, 0.2% Tween 20, 1 mM oxidized glutathione, and 2 mM reduced glutathione) overnight, followed by concentrating in an Amicon Ultra (Millipore, UFC901096, MA, USA) at 13,500 *g* for 10 minutes. Five female 6 to 8-week-old rat were injected with concentrated RNF138 protein fragment. After one month, the splenocytes of the immunized rat were fused with myeloma cells. The hybridomas were selected by hypoxanthine, aminopterin and thymidine (HAT) (Sigma-Aldrich, H0262) and the positive single-cell colonies were selected through serial dilution and verified by [immunoblot](C:/Users/lulu/AppData/Local/youdao/dict/Application/8.7.0.0/resultui/html/index.html#/javascript:;)ting analysis. Mice ascites fluid were generated and collected by injecting the positive hybridomas into BALB/c mice. RNF138 antibodies were purified from ascetic fluid and added glycerinum for further storage and application. The hybridoma cell strain (named SW308-1, 9G12) had been preserved at China General Microbiological Culture Collection Center (CGMCC No.19676). The antibody has been submitted to the China National Intellectual Property Administration (202010452272.0).

**RNA extraction and quantitative real-time PCR**

Total RNA was extracted from tissues (human CRC tissue) and cells (HCT116 and RKO) using TRIzol reagent (Invitrogen, 15596018, MA, USA) according to the manufacturer’s instructions. Then, cDNA was synthesized from equal amounts of total RNA extracts using the Revert Aid First Strand cDNA Synthesis Kit (ThermoFisher Scientific, K1622, MA, USA). Quantitative real-time PCR (qPCR) analyses of target genes (in tissues, *RNF138*, *PTGS2*, *ICAM1*, and beta actin [*ACTB*]; in cell lines, *RNF138*, *CXCL1*, *NFκB1*, *IκBα*, *IL8*, and *ACTB*) were performed using the Power Up SYBR Green Master Mix (Applied Biosystems, A25742, CA, USA) on the CFX Connect Real-Time Detection System (Bio-Rad, Hercules, CA, USA). The relative expression was calculated by the 2(-ΔΔCt) method, and the values were normalized to *ACTB* for each sample. The correlations of *RNF138* with *ICAM1* and *PTGS2* expression in 30 CRC specimens were examined with the Pearson’s test. The primer sequences used for qPCR are listed in Supplementary Table 7.

**Immunoblotting analysis**

Tissues or cell pellets were lysed in SDS lysis buffer (50 mM Tris-HCl [pH 6.8], 2% SDS, and 10% glycerol) supplemented with protease inhibitor cocktail (Roche, 11836170001, Basel, Germany) and PhosSTOP (Roche, 4906837001). After boiling for 5 minutes, the supernatant was collected by 13,500 *g* for 10 minutes. Equal amounts of extract (20-50 μg) were quantified with a BCA protein assay kit (Pierce Biotechnology, 23225, IL, USA) and separated by 8-15% SDS-PAGE for 1.5-2 hours, followed by protein transfer onto polyvinylidene difluoride (PVDF) membranes (GE Healthcare Life Sciences, RPN303F, IL, USA). After blocking with 5% (w/v) bovine serum albumin (BSA) or skim milk, the membranes were incubated with primary antibody at 4°C overnight followed by incubation with the HRP-conjugated second antibody (Zhongshan Golden Bridge Biotechnology, PV-9001, PV-9002, PV-9004, Beijing, China) for 1 hour. The primary antibodies used were as follows: rat anti-RNF138 (1:1000 dilution, made in our lab), rabbit anti-NIBP (1:1000 dilution, Proteintech, 16014-1-AP, PA, USA), rabbit anti-TRAPPC3 (1:1000 dilution, Proteintech, 15555-1-AP), rabbit anti-phospho-NF-κB p65 (1:1000 dilution, Cell Signaling Technology, 3033, MA, USA), rabbit anti-NF-κB p65 (1:1000 dilution, Cell Signaling Technology, 8242), rabbit anti-phospho-IKKα/β (1:800 dilution, Cell Signaling Technology, 2697), rabbit anti-IKKβ (1:1000 dilution, Cell Signaling Technology, 8943), mouse anti-GAPDH (1:2000 dilution, Proteintech, 60004-1-Ig), mouse anti-Flag (1:1000 dilution, Sigma-Aldrich, F1804), and HA (1:1000 dilution, Cell Signaling Technology, 3724). Interesting protein bands were visualized with the ECL detection system (Millipore, WBULS0500). Quantification of the density of each indicator protein was normalized to the housekeeper protein with Image J software (NIH, USA).

**Immunostaining**

HCT116 and RKO cell lines were grown on glass coverslips (NEST, 801008, Jiangsu, China), fixed with 4% paraformaldehyde (PFA) solution (Servicebio, G1101, Wuhan, China) for 15 minutes, and permeabilized with 0.5% Triton-X 100 (Sigma-Aldrich, T8787) for 10 minutes. After blocking for non-specific binding with 10% (v/v) normal goat serum (Zhongshan Golden Bridge Biotechnology, ZLI-9021) for 30-40 minutes at room temperature, the cells were incubated with the indicated primary antibody at 4°C overnight. The primary antibodies were as follows: rat anti-RNF138 (1:50 dilution, made in our lab), rabbit anti-NF-κB p65 (1:50 dilution, Cell Signaling Technology, 8242), rabbit anti-NIBP (1:50 dilution, Proteintech, 16014-1-AP), rabbit anti-IKKβ (1:50 dilution, Cell Signaling Technology, 8943), mouse anti-Flag (1:100 dilution, Sigma-Aldrich, F1804). Then the cells were fluorescently probed with the secondary antibodies (1:500 dilution, Invitrogen, A32733, SA5-10168, A-11006) for 60 minutes. The slides were sealed with mounting medium containing 4′,6-diamidino-2-phenylindole (DAPI) (Zhongshan Golden Bridge Biotechnology, ZLI-9557), and immunofluorescence images were acquired under a confocal fluorescence microscope.

Both human and mouse CRC tissues were fixed with 4% PFA for 24 hours, cryoprotected in 30% sucrose-PBS, and embedded in Cry-Gel (Leica, 39475237, IL, USA). Cryosections of 20 μm thickness used for immunostaining analysis were washed in PBS (0.14 M NaCl, 0.0027 M KCl, 0.01 M Na_2_HPO_4_, and 0.002 M KH_2_PO_4_) and permeabilized with 0.5% Triton X-100 (Sigma-Aldrich, T8787), followed by blocking with 10% goat serum (Zhongshan Golden Bridge Biotechnology, ZLI-9021) and overnight incubation in primary antibody. The primary antibodies were as follows: rat anti-RNF138 (1:100 dilution, made in our lab), rabbit anti-Ki67 (1:100 dilution, Abcam, ab16667, Cambridge, UK), rabbit anti-NF-κB p65 (1:100 dilution, Cell Signaling Technology, 8242), rabbit anti-phospho-NF-κB p65 (1:100 dilution, Cell Signaling Technology, 3033), rabbit anti-γH2AX (1:100 dilution, Cell Signaling Technology, 9718), rabbit anti-β-Catenin (1:100 dilution, Cell Signaling Technology, 8480), mouse anti-STAT3 (1:100 dilution, Cell Signaling Technology, 9139). The sections were probed with AlexaFluor-conjugated secondary antibody (1:500 dilution, Invitrogen, A32733, SA5-10168, A-11006) for 2 hours at room temperature and sealed with mounting medium containing DAPI (Zhongshan Golden Bridge Biotechnology, ZLI-9557) for fluorescent signal analysis.

**TMA immunohistochemical analysis**

TMA immunohistochemical analysis was performed on routinely processed paraffin-embedded sections. Briefly, the TMAs were deparaffinized and rehydrated, followed treatment with antigen retrieval solutions for 10 minutes (RNF138: EDTA [pH 9.0], pp65: citrate [pH = 6.0]; Zhongshan Golden Bridge Biotechnology, ZLI-9069, ZLI-9064). We blocked endogenous peroxidase activity by incubating in 3% H_2_O_2_ for 10 minutes and non-specific binding by incubating in 10% goat serum for 1 hour at room temperature. The primary antibody (rat anti-RNF138 [1:100 dilution, made in our lab] or rabbit anti-pp65 [1:200 dilution, Abcam, ab86299]) was incubated and detected with the Polink-2 HRP Plus Polymer Detection System and DAB kit (Zhongshan Golden Bridge Biotechnology, [ZLI-901](https://www.so.com/link?m=a13eIrlqTBpQPR4pV4ID6UIhmTW1Qep71AUpgDgPs4Bmu32V63JZiTSEzvvJDBNyMeHJ9jOYzO16%2BnFYzvhMkwiXsEU4A%2Fmh8rp9W%2FOk7JScj4%2FEoJ51js6Ez8JUPRiTExv8DytVk0zhickllXZjm502PsO27WtxmUrnXBP9tiP8OdQHEWzcSK46trgMwpl%2FltvIEJOA9gBVsyyN38Rb%2F1NsPp1zDGb9ArVX0GuRK0NrhJQhCoD4lmtnWcc7FTbpiulpaMG51dEzQwHkpYNX7DIV%2Fhlo%3D)8) for standard immunohistochemical analysis. The arrays were scored independently by two pathologists for both the staining intensity and percentage of stained cells across the sections. The intensity score was assigned as 0, negative; 1, weak; 2, moderate; and 3, strong. The proportion score was assigned as follows, 0, 0%; 1, 1-24%; 2, 25-49%; 3, 50-74%; and 4, 75-100%. Each sample score was evaluated by the product staining intensity multiplied by the positive proportion, resulting overall scores ranging from 0 to 12. For pp65, both cytoplasmic and nuclear staining scores were assessed. The pp65 N/C ratio was the odds ratio of pp65 (nuclear score + 0.1) and (cytoplasmic score + 0.1). The optimal cutoff values for RNF138 (cutoff: 5) and pp65 (N/C) ratio (cutoff: 0.71) were calculated by ROC curve analysis based on the Youden index using SPSS 20.0 (IBM, USA). Images were observed under a light microscope.

**Chronic colitis and CAC model induction**

Male and female co-housed wild-type (RNF138^fl/fl^) and RNF138-deficient (RNF138^-/-^) mice were used for chronic colitis and CAC model induction at the age of 6 to 8 weeks. Chronic colitis was induced by oral administration of 2% (w/v) DSS (molecular weight: 36,000-50,000, MP Biomedicals, 215676080, CA, USA) in drinking water for 7 consecutive days, followed by a 14-day recovery period with normal water. The DSS solution was made fresh on 3th and 5th day of each cycle. This cycle was repeated twice, and mice were sacrificed 4 weeks after the last DSS cycle.

For the CAC model, all mice received a single intraperitoneal injection of AOM (Sigma-Aldrich, A5486) at a dose of 10 mg/kg body weight. After 4 days, 2% (w/v) DSS in drinking water was supplied over 7 days, followed by regular water for 2 weeks. This cycle was repeated twice, and mice were sacrificed 4 weeks after the last DSS treatment. Male and female mice maintained as chronic and CAC models and given no treatment were used as mock models.

At the endpoint of the chronic colitis, CAC, and mock model experiments, mice were sacrificed, their colons and spleens were harvested, and the lengths measured. Colons were then cut open longitudinally and washed with PBS. The gross tumor number was counted and sizes were measured. Tumor load was calculated according to the following formula: tumor load = (number of small tumors) × 1 + (number of medium tumors) × 2 + (number of large tumors) × 3. A portion of each tissue sample was fixed in 4% PFA and embedded in paraffin for histopathological analysis. The remaining tissues were snap-frozen in liquid nitrogen for RNA and protein analysis.

**Clinical assessment of colitis and CAC models**

During the chronic colitis and CAC study, mouse body weight, stool consistency, and hematochezia were routinely recorded every 3 days. Weight change was calculated as the percentage change compared with the baseline measurement. Stool consistency scores were determined as follows: 0, well-formed pellets; 1, semi-formed stools that did not adhere to the anus; 2, semi-formed stools that adhered to the anus; 3, liquid stools that adhered to the anus. Bleeding scores were determined as follows: 0, no blood; 1, positive hemoccult; 2, visible blood traces in stool; 3, gross rectal bleeding. The sum of stool consistency scores and bleeding scores were presented as clinical scores.^1^

**Histology and microscopy analyses**

Paraffin tissue sections (4-μm thick) from the chronic colitis and CAC models were deparaffinized, rehydrated, and stained with hematoxylin and eosin (H&E). Colitis scores were assigned based on the extent and severity of inﬂammation, ulceration, and hyperplasia of the mucosa. Scores for inflammation were as follows: 0, normal (within normal limits); 1, mild (small, focal, or widely separated, limited to lamina propria); 2, moderate (multifocal or locally extensive, extending to submucosa); 3, severe (transmural inflammation with ulcers covering >20 crypts). Scores for ulceration were as follows: 0, normal (no ulcers); 1, mild (1-2 ulcers involving up to a total of 20 crypts); 2, moderate (1-4 ulcers involving a total of 20-40 crypts); 3, severe (>4 ulcers or >40 crypts). Scores for hyperplasia were as follows: 0, normal (within normal limits); 1, mild (crypts 2-3 times normal thickness, normal epithelium); 2, moderate (crypts 2-3 times normal thickness, hyperchromatic epithelium, reduced goblet cells, scattered arborization); 3, severe (crypts >4 times normal thickness, marked hyperchromasia, few to no goblet cells, high mitotic index, frequent arborization). Scores for extent were as follows: 0, normal (0% involvement); 1, mild (up to 30% involvement); 2, moderate (30-70% involvement); 3, severe (>70% involvement).^1,2^ Differentiation grade was evaluated as high, moderate, or low. Histopathological evaluation was performed in a blinded fashion by at least two experienced pathologists. For the immunohistochemistry, paraffin-embedded tissue sections were stained with antibodies against Ki67 (1:200 dilution, Abcam, ab16667), NF-κB p65 (1:200 dilution, Cell Signaling Technology, 8242), β-Catenin (1:200 dilution, Cell Signaling Technology, 8480), STAT3 (1:100 dilution, Cell Signaling Technology, 9139), and γH2AX (1:100 dilution, Cell Signaling Technology, 9718).

**Isolation, culture, and xenotransplantation of tumor organoids**

Intestinal fragments containing tumors from CAC model mice were excised and incubated in EDTA chelation buffer (2 mM EDTA, 5.6 mM Na_2_HPO_4_, 8.0 mM KH_2_PO_4_, 96.2 mM NaCl, 1.6 mM KCl, 43.4 mM sucrose, 54.9 mM D-sorbitol, and 0.5 mM DTT in distilled water) for 60 minutes on ice to detach the normal epithelial cells. The attached tumor fragments were incubated in digestion buffer (2.5% FBS, 1 U/ml of penicillin, 1 μg/ml of streptomycin, and 2.5 ng/ml of amphotericin B, 200 U/ml type IV collagenase [GIBCO, 17104-019], 125 μg/ml type II dispase [GIBCO, 17105-041] in DMEM) for 2 hours at 37°C. Then the tumor fragments were settled under normal gravity for 1 minute, and the supernatant containing single tumor cells was collected. The washed tumor cells were resuspended in 5 mg/ml matrigel (BD Biosciences, 356237, NJ, USA) on ice and plated into 48-well plates at 1,000 cells per 25 μl of matrigel per well to polymerize for 15 minutes at 37°C. We then overlaid the matrigel with 250 μl/well basal culture medium (1 U/ml of penicillin, 1 μg/ml of streptomycin, and 2.5 ng/ml of amphotericin B, 10 mmol/L HEPES [ThermoFisher Scientific, [15630106](https://www.thermofisher.com/order/catalog/product/15630106)], 2 mM Glutamax [GIBCO, 35050-079], 1 × N2 supplement [Invitrogen, 17502-048], 1 × B27 supplement [Invitrogen, 17504-044], 1 mM N-acetylcysteine [Sigma-Aldrich, A9165-5G], and 50 ng/ml murine EGF [Invitrogen, 53003-018] in Advanced Dulbecco's Modified Eagle Medium/F12 [Invitrogen, 12634010]) for culture. ^3,4^

For xenotransplantation, tumor organoids cells were mechanically and enzymatically dissociated and resolved in ice-cold matrigel (Corning, 354234, NY, USA). Tumor cells at 5 ×10^5^ were subcutaneously injected into BALB/c nude mice via axilla skin. After 60 days, all mice were sacrificed, and the tumors were removed, photographed, and weighed. A portion of the tumors were fixed in 4% PFA for histological analysis, and the remaining tumors were snap frozen in liquid nitrogen for protein and RNA extraction.

**RNA-based next-generation sequencing**

Total RNA from chronic colitis-, CAC model-, and CAC-derived organoids were extracted using TRIzol (Invitrogen, 15596018) or RNeasy Mini Kit (Qiagen, 74104), followed by purification and analysis of the integrity and concentration of the cDNA libraries using the Agilent Bioanalyzer 2100 system. The libraries were sequenced on an Illumina Novaseq platform using 150-bp paired-end reads. Qualified sequencing reads were mapped to the reference mouse genome mm10. Aligned RNA-seq reads were assembled into transcripts using the Cufflinks program according to Gencode v.M8 (http://www.gencodegenes.org/). Samples were classified into different groups using principal component analysis (PCA). Differentially expressed genes were defined with thresholds of fold change ≥2 and padj <0.05. GO enrichment analysis of differentially expressed genes was implemented using the cluster Profiler R package, and the hypergeometric distribution was used to determine enrichment significance. [Gene Set Enrichment](https://www.sciencedirect.com/topics/biochemistry-genetics-and-molecular-biology/gene-set-enrichment) Analysis (GSEA) was applied to identify significantly changed pathways using the GSEA algorithm. Protein-protein interaction (PPI) analyses of interesting clusters and genes were based on the STRING database. The accession numbers for RNA sequencing data reported in this paper were uploaded to NCBI and deposited in GEO under accession number GSE144051.

**Small interfering RNA and plasmid transfections**

The RNF138 and NIBP siRNA oligonucleotides were designed and synthesized by the GenePharma company in Shanghai. The siRNAs were pooled to interfere with endogenous *RNF138* and *NIBP* expression. The interfering sequences are provided in Supplementary Table 7. Corresponding nonsense controls (scr) were carried out simultaneously. The siRNA transfection was performed using Lipofectamine RNAiMAX (Invitrogen, 13778150) at a final siRNA concentration of ~60 nM, according to the manufacturer’s instructions. After 24-48 hours, the cells were collected and analyzed by immunoblotting and qPCR.

**Generation of RNF138-knockout cells and stable cell lines**

To knockout cell expression with CRISPR genome-editing, an RNF138 genomic DNA sequence (AGGTGCTCAAAACGCCCGTG) was cloned into the lentiCRISP-v2-bsd vector (Addgene, 52961, MA, USA). The packaging plasmids psPAX2 (Addgene, 12260) and pMD2.G (Addgene, 12259) were co-transfected into HEK293T cells by Lipofectamine 2000 reagent (Invitrogen, 11668030). After 48 hours, the viral supernatants were harvested and used to infect HCT116 and RKO cells. Cells were selected by Blasticidin (HCT116: 2 µg/ml, RKO: 6 μg/ml) (Selleckchem, S7419, TX, USA) for 2 weeks. Single-cell colonies of each cell line were selected through serial dilution and verified by [immunoblot](C:/Users/lulu/AppData/Local/youdao/dict/Application/8.7.0.0/resultui/html/index.html#/javascript:;)ting analysis using the RNF138 antibody.

For stable knock-in cell lines, viruses were produced by transfecting HEK293T cells with pCDH-EF1-MCS-T2A-puro vectors (Addgene, 72263), carrying full-length and deletion/point mutants of human *RNF138* or the empty vector (EV), and the Lentiviral Packaging Mix (psPAX2 and pMD2.G). HCT116 and RKO knockout cells were infected with the viral supernatants followed by selection with puromycin (1.5 μg/ml, MP Biomedicals, 194539) for 1-2 weeks. Finally, the resistant homogenous knock-in clones with *RNF138* mutations were collected for further verification by immunoblotting analysis.

I**mmunohistochemistry**

Paraffin sections (4-µm thick) from mouse model and human tissues were heated at 60°C for 2 hours, deparaffinized by [xylene](C:/Users/lulu/AppData/Local/youdao/dict/Application/8.9.3.0/resultui/html/index.html#/javascript:;), and rehydrated with gradient ethanol immersion (100%, 100%, 95%, 80%, 75%, 50%) to PBS. Sections were then boiled in antigen-retrieval treatment with citrate (pH = 6.0) (for RNF138, EDTA [pH = 9.0]) for 10 minutes, followed by 3% H_2_O_2_ for 10 min at room temperature to quench endogenous peroxidase activity. Slides were blocked with 10% (v/v) goat serum for 30-40 minutes, and the sections were incubated with specific primary antibodies diluted in blocking solution at 4°C overnight. The primary antibodies were as follows: rat anti-RNF138 (1:200 dilution, made in our lab), rabbit anti-Ki67 (1:200 dilution, Abcam, ab16667), rabbit anti-NF-κB p65 (1:200 dilution, Cell Signaling Technology, 8242), rabbit anti-phospho-NF-κB p65 (1:200 dilution, Abcam, ab86299), rabbit anti-γH2AX (1:100 dilution, Cell Signaling Technology, 9718), rabbit anti-β-Catenin (1:200 dilution, Cell Signaling Technology, 8480), mouse anti-STAT3 (1:100 dilution, Cell Signaling Technology, 9139), rabbit anti-ICAM1 (1:100 dilution, Abcam, ab53013), and rabbit anti-PTGS2 (1:100 dilution, Cell Signaling Technology, 12282). After washing, the sections were incubated with Polink-2 HRP Plus Polymer Detection System according to the manufacturer’s instructions. The signals were visualized with the DAB kit (Zhongshan Golden Bridge Biotechnology, [ZLI-901](https://www.so.com/link?m=a13eIrlqTBpQPR4pV4ID6UIhmTW1Qep71AUpgDgPs4Bmu32V63JZiTSEzvvJDBNyMeHJ9jOYzO16%2BnFYzvhMkwiXsEU4A%2Fmh8rp9W%2FOk7JScj4%2FEoJ51js6Ez8JUPRiTExv8DytVk0zhickllXZjm502PsO27WtxmUrnXBP9tiP8OdQHEWzcSK46trgMwpl%2FltvIEJOA9gBVsyyN38Rb%2F1NsPp1zDGb9ArVX0GuRK0NrhJQhCoD4lmtnWcc7FTbpiulpaMG51dEzQwHkpYNX7DIV%2Fhlo%3D)8) and counterstained with hematoxylin.

**Plasmid construction**

The *RNF138* full-length (RNF138-FL) open reading frame was subcloned into the *Kpn* I and *Bam*H I sites of the p3 × Flag CMV14 vector (gift from Pro. Zhang Xiaodong Lab). A series of mutant p3 × Flag CMV14-RNF138 constructs were generated using the Quick-Change Site-Directed Mutagenesis kit (Stratagene, 200518, USA) for amino acid deletion or substitution according to manufacturer’s instructions. RNF138-ΔRING (amino acids: 1-17, 59-245), RNF138-ΔUIM (amino acids: 1-224, 244-245), RNF138-ΔZNF1 (amino acids: 1-85, 106-245), and RNF138-C18A were generated with p3 × Flag CMV14-RNF138-FL as the template. RNF138-ΔZNF1-2 (amino acids: 1-85, 106-158, 181-245) was generated with RNF138-ΔZNF1 as the template, and RNF138-ΔZNF1-3 (amino acids: 1-85, 106-158, 181-188, 216-245) was generated with RNF138-ΔZNF1-2 as the template. A RNF138-C/A double-mutant was generated with RNF138-C18A as the template.

The full-length of *NIBP* (NIBP-FL) was subcloned into p3 × Flag CMV14 and N-HA-pcDNA 6.0 vectors (gifts from Pro. Zhang Xiaodong Lab) between *Eco*R 1 and *Bam*H 1 sites. NIBP-ΔN359 (amino acids: 360-1149) and NIBP-ΔC480 (amino acids: 1-669) were subcloned into p3 × Flag CMV14. NIBP-ΔM616 (amino acids: 1-266, 882-1149) was generated by ligation between PCR products of NIBP-1-266 and NIBP-882-1149 and the p3 × Flag CMV14 vector. The primers used in PCR reactions are listed in Supplementary Table 7, and all plasmids were sequenced to confirm there were no errors.

**Co-immunoprecipitation (co-IP)**

For [endogenous](javascript:;) co-IP assays, HCT116 cell aggregates were lysed in RIPA buffer (20 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40) (Cell Signaling Technology, 9806S) containing 1 × Complete EDTA-free protease inhibitor cocktail and 1 mM PMSF on ice. After centrifugation at 13,500 *g* for 15 minutes, the supernatants were incubated with the indicated antibodies (3 μg of RNF138, NIBP, or IKKβ) and the control rat (3 μg, Santa Cruz Biotech, sc-2026, TX, USA) or rabbit IgG (3 μg, Millipore, 12-370) antibody overnight at 4°C. After incubating with protein G (rat) or protein A (rabbit) agarose (Santa Cruz Biotech, sc-2002, sc-2001) at 4°C for 2 hours, the protein-antibody complexes were washed with the NETN buffer (20 mM Tris-HCl, pH 8.0, 100 mM NaCl, 0.5% NP-40, 1 mM EDTA) containing protease inhibitor cocktail. Complexes were eluted off the beads by boiling for 5 min in loading buffer, then subjected to immunoblotting analysis with antibodies against NIBP, RNF138, TRAPPC3, or GAPDH. An aliquot of each lysate was used as the input control.

For the exogenous co-IP assays, vectors encoding Flag-tagged (P3 × Flag CMV14-RNF138-wt/truncation/mt) and HA-tagged pcDNA6-HA-NIBP-wt proteins were co-transfected into HEK293T cells using lipofectamine 3000 (Invitrogen, L3000075) according to the manufacturer’s instructions. After 48 hours, cells were harvested and lysed in NETN buffer containing protease inhibitor cocktail. Cell extracts were incubated with anti-HA (3 μg, Cell Signaling Technology, 3724) overnight at 4°C, followed by incubating with DynabeadsTM Protein G (Invitrogen, 10004D) at 4°C for 3 hours. After washing three times, eluted proteins were boiled and subjected to immunoblotting analysis with antibodies against Flag (1:1000 dilution, Sigma-Aldrich, F1804) or HA (1:1000 dilution, Cell Signaling Technology, 3724). For the IP of flag-tagged NIBP, vectors encoding Flag-tagged (P3 × Flag CMV14-NIBP-wt/truncation) were transfected into HEK293T cell lines. After 48 hours, the cells were lysed in NETN buffer supplemented with protease inhibitor cocktail, and cell extracts were incubated with the RNF138 antibody, followed by incubation with Dynabeads protein G (30 µl, Invitrogen, 10004D). The protein-antibody complexes were washed with the NETN buffer and subjected to immunoblotting analysis with Flag and RNF138 antibodies.

**Nuclear fractionation**

Cell pellets were incubated in hypotonic buffer (10 mM HEPES [pH 7.9], 1.5 mM MgCl_2_, 10 mM KCl, 1 mM β-mercaptoethanol, 0.5 mM DTT, 0.5 mM PMSF) for 10-20 minutes on ice, and then flash-frozen in liquid nitrogen and stored at −80°C for at least 1 day. After thawing on ice, the cytoplasmic fraction (supernatant) was collected using centrifugation at 3,500 *g* for 10 minutes. The nuclear pellet was resuspended in low-salt buffer (20 mM HEPES [pH 7.9], 1.5 mM MgCl_2_, 20 mM KCl, 0.2 mM EDTA, 25% glycerol, 1 mM β-mercaptoethanol, 0.5 mM DTT, 0.5 mM PMSF). After slowly adding high-salt buffer (20 mM HEPES [pH 7.9], 1.5 mM MgCl_2_, 1.2 M KCl, 0.2 mM EDTA, 25% glycerol, 1 mM β-mercaptoethanol, 0.5 mM DTT, 0.5 mM PMSF), the nuclear extract was rotated for 15 minutes at 4°C. Finally, the nuclear fraction was resuspended in BC-0 buffer (20 mM Tris, pH 7.3, 0.2 mM EDTA, 20% glycerol, 1 mM β-mercaptoethanol, 0.5 mM DTT, 0.5 mM PMSF) after 10 minutes centrifugation at 13,500 *g* to remove insoluble material.

***In situ* proximity ligation assay**

*In situ* proximity ligation assay (PLA) was performed using the Duolink In Situ kit (Sigma-Aldrich, DUO92008) following the manufacturer’s product instructions. HCT116 and RKO cell lines were cultured on coverslips and fixed with 4% PFA. Cells were permeabilized with 0.5% Triton-X 100 and then blocked in Blocking Solution for 60 minutes at 37°C. The coverslips were incubated with primary antibodies against RNF138 (1:50 dilution, made in our lab) and NIBP (1:50 dilution, Proteintech, 16014-1-AP) at 4°C overnight. Rat (Santa Cruz Biotech, sc-2026) and rabbit IgG (Millipore, 12-370) were used as negative controls. Slides were then incubated for 1 hour at 37°C with premixed Duolink In Situ PLA Probe Anti-Rat MINUS (Sigma-Aldrich, DUO92010) and Duolink In Situ PLA Probe Anti-Rabbit PLUS (1:5 dilution with Duolink Antibody Diluent) (Sigma-Aldrich, DUO92008), followed by emersion in 1 × wash buffer for 5 minutes twice. The slides were then incubated in 1 × ligation buffer at 37°C for 30 minutes. After washing, the slides were incubated with 1 × amplification buffer at 37°C for 100 minutes and, finally, sealed using Duolink In Situ Mounting Medium with DAPI, and the images were captured on a fluorescence confocal microscope. The PLA signals were recognized as red fluorescent spots. PLA score was determined by normalizing the number of PLA spots counted in each sample to the average number of PLA spots counted in the control sample (IgG- IgG).

**Small-molecule inhibitor cytotoxicity assay**

To determine the effect of RNF138 on NF-κB inhibitor sensitivity, HCT116 and RKO cell lines were seeded into 96-well plates at an initial density of 2 × 10^3^ and 6 × 10^3^ cells/well, respectively. After adhering, the HCT116 and RKO cells were treated with increasing concentrations of NFκB inhibitors (IKK16, BAY11-7082, Bortezomib, and SC75741) (Selleckchem, S2882, S2913, S1013, S7273) for 72 hours. Then the cytotoxicity assay was performed with the Cell Counting Kit-8 (CCK8) (Dojindo Molecular Technology, CK04, Fukuoka, Japan) following the manufacturer’s instructions. In brief, 10 μl of CCK8 solution was added to 90 μl of complete IMDM medium and incubated at 37°C for 90 minutes. The 450 nm absorbance was measured using an ELISA plate reader, and the IC50 was determined through non-linear regression analysis by Graphpad 8.0 software.

**Cell derived xenograft models**

To investigate the antitumor effects of RNF138 *in vivo*, BALB/c nude mice were subcutaneously injected via the dorsal flank skins with 1 × 10^6^ HCT116 cells (left: RNF138^WT^, right: RNF138^KO^) in 100 μl matrigel (Corning, 354234). Fourteen animals were randomly assigned to two groups (seven mice per group) and treated with vehicle control (corn oil, Solarbio, C7030, Beijing, China) or SC75741 at a dose of 15 mg/kg via intraperitoneal injection every other day. Tumors were measured by calipers every other day, and tumor volumes were calculated using the following formula: V = (L × W^2^)/2, where V = volume (in mm^3^), L = length (in mm), and W = width (in mm). At 18-days post-implantation, the mice were euthanized and all tumors were removed, photographed, and weighed. Furthermore, parts of the tumor tissues were embedded in paraffin, sectioned, and subjected to H&E staining and IHC analysis with antibodies against RNF138, pp65, ICAM1, PTGS2, Ki67, or PCNA. The remaining tissues were snap-frozen and stored at −80°C.

**Patient-derived xenograft models**

Tumor tissues for the PDXs models were obtained from CRC patients undergoing surgery at the Cancer Hospital, Chinese Academy of Medical Sciences. Detailed information is provided in Supplementary Table 6. CRC tissues were collected in culture medium, supplemented with 1% penicillin-streptomycin, and kept on water ice for engraftment within 24 hours. Approximately 20-30 mg tissue fragments were subcutaneously implanted into NOD/SCID mice dorsal flanks. The successfully engrafted tumor models were then passaged and banked after two to three passages.

For the therapeutic studies using PDX models, the engrafted tumor models were propagated and expanded to 18 NOD/SCID mice. When the tumors were approximately ~100 mm^3^, mice were randomly assigned to a vehicle control (corn oil) or SC75741 (15 mg/kg, Selleckchem, S7273) treatment group (9 mice per group). The animals were treated by intraperitoneal injection every other day for 18 days. The tumor growth volume (mm^3^) and mouse body weight (g) were recorded every other day. Finally, mice were sacrificed and all tumors were collected, photographed, and weighed. A small portion of xenograft tumors were embedded and sectioned for H&E, RNF138, pp65, ICAM1, PTGS2, Ki67, or PCNA staining. The remaining tissues were snap frozen in liquid nitrogen and stored at −80°C.

**References**

1 Zaki, M. H. et al. The NOD-like receptor NLRP12 attenuates colon inflammation and tumorigenesis. *Cancer cell* **20**, 649-660 (2011).

2 Karki, R. et al. NLRC3 is an inhibitory sensor of PI3K-mTOR pathways in cancer. *Nature* **540**, 583-587 (2016).

3 Xue, X. & Shah, Y. M. In vitro organoid culture of primary mouse colon tumors. *J. Vis.Exp.* e50210 (2013).

4 Kesselring, R. et al. IRAK-M Expression in Tumor Cells Supports Colorectal Cancer Progression through Reduction of Antimicrobial Defense and Stabilization of STAT3. *Cancer cell* **29**, 684-696 (2016).

**Supplementary Figures and Figure Legends**

**
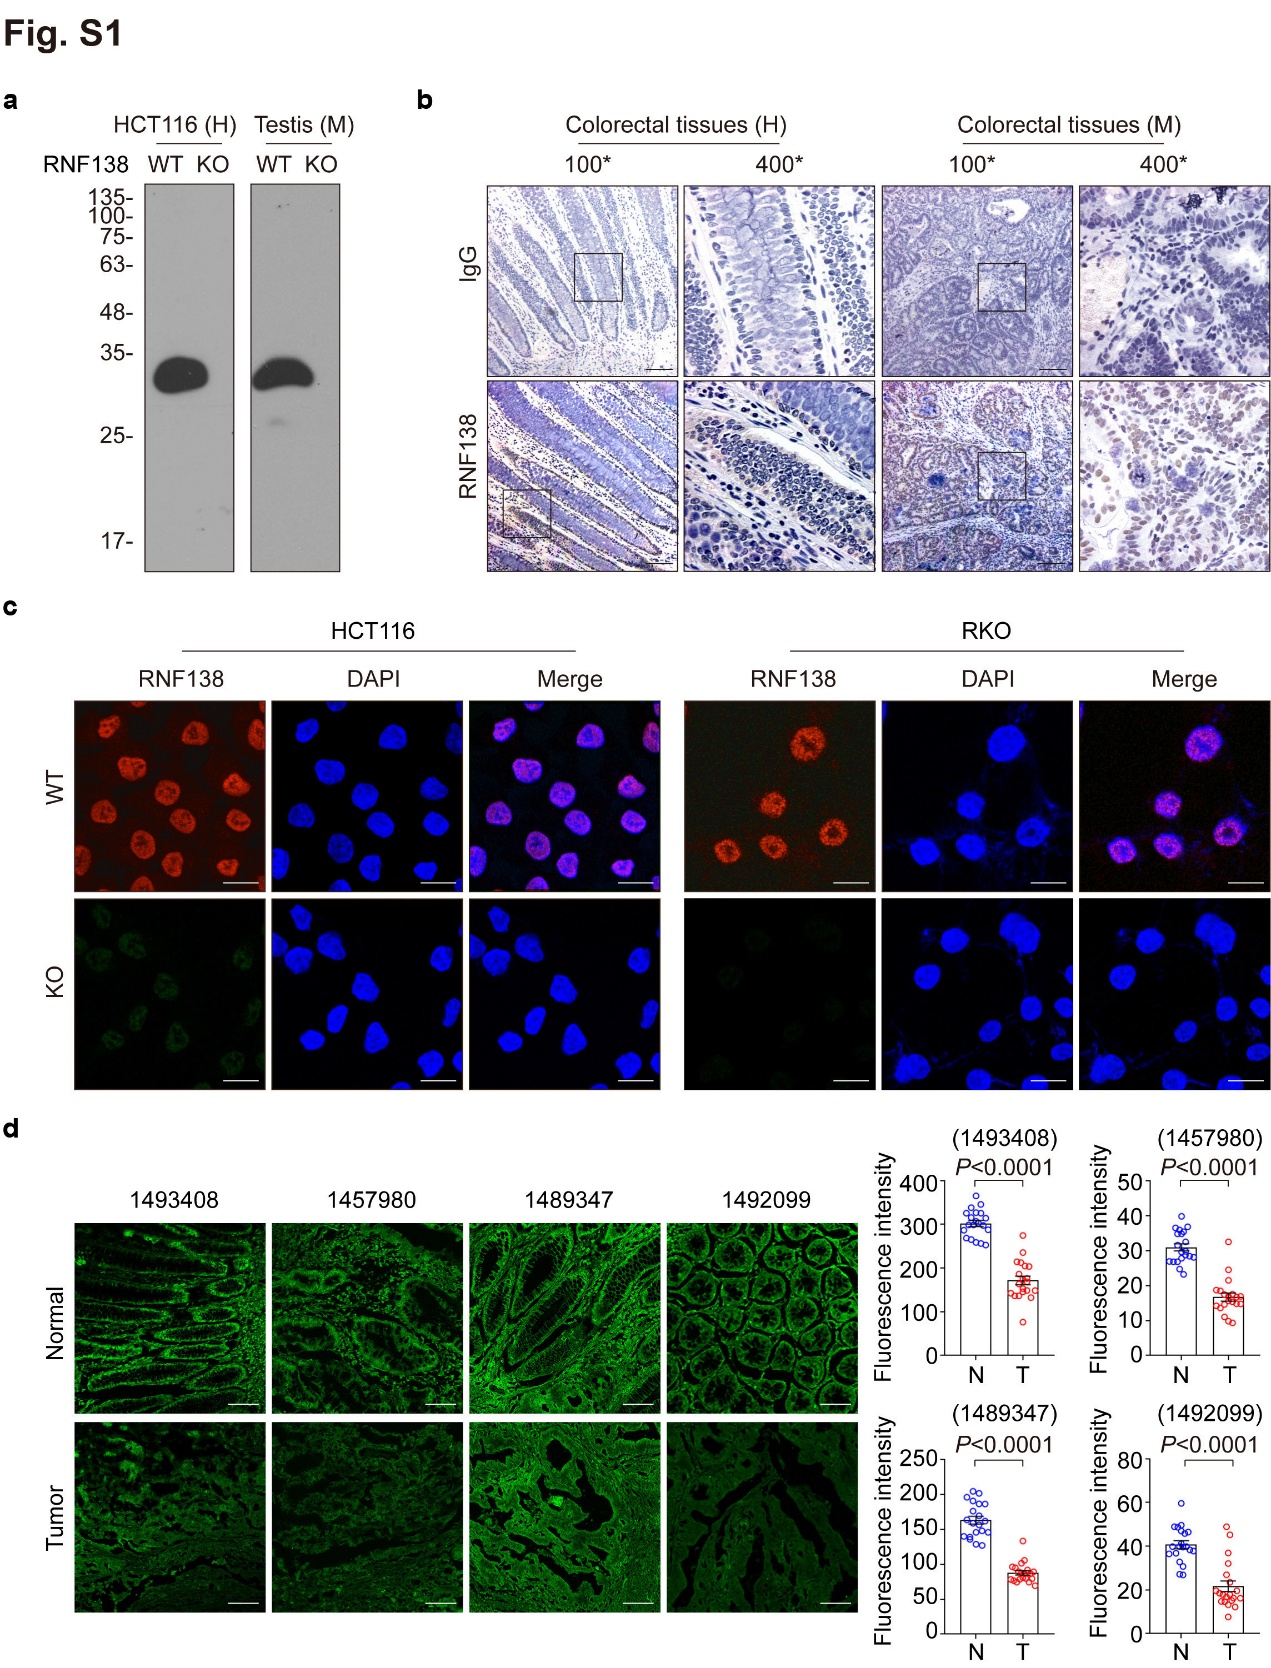
**

**Figure S1. The specificity of in-house anti-RNF138 rat monoclonal antibody is determined by immunoblotting, immunostaining and immunohistochemistry.**

(**a**) Immunoblotting analysis of the specificity of the RNF138 monoclonal antibody in wild-type and knockout human HCT116 cells and mouse testes. Antibody dilution: 1:1000. Sample loading: 20 μg. (**b**) [Immunohistochemical](javascript:;) staining with IgG or RNF138 monoclonal antibody of human (left) and mouse (right) colorectal tissue sections. Antibody dilution: 1:100. Scale bar, 100 μm. (**c**) Immunofluorescence staining for RNF138 (red), with DAPI staining of nuclei (blue), in HCT116 and RKO RNF138^WT^ (top) and RNF138^KO^ (bottom) cells. Antibody dilution: 1:100. Scale bar, 20 μm. (**d**) Representative immunofluorescence staining for RNF138 (green) in human CRC and normal tissues from four patients (left). Quantification of anti-RNF138 staining density in CRC (T) or adjacent normal tissues (N) (right). Data are mean ± SEM. Scale bar, 200 μm.

**
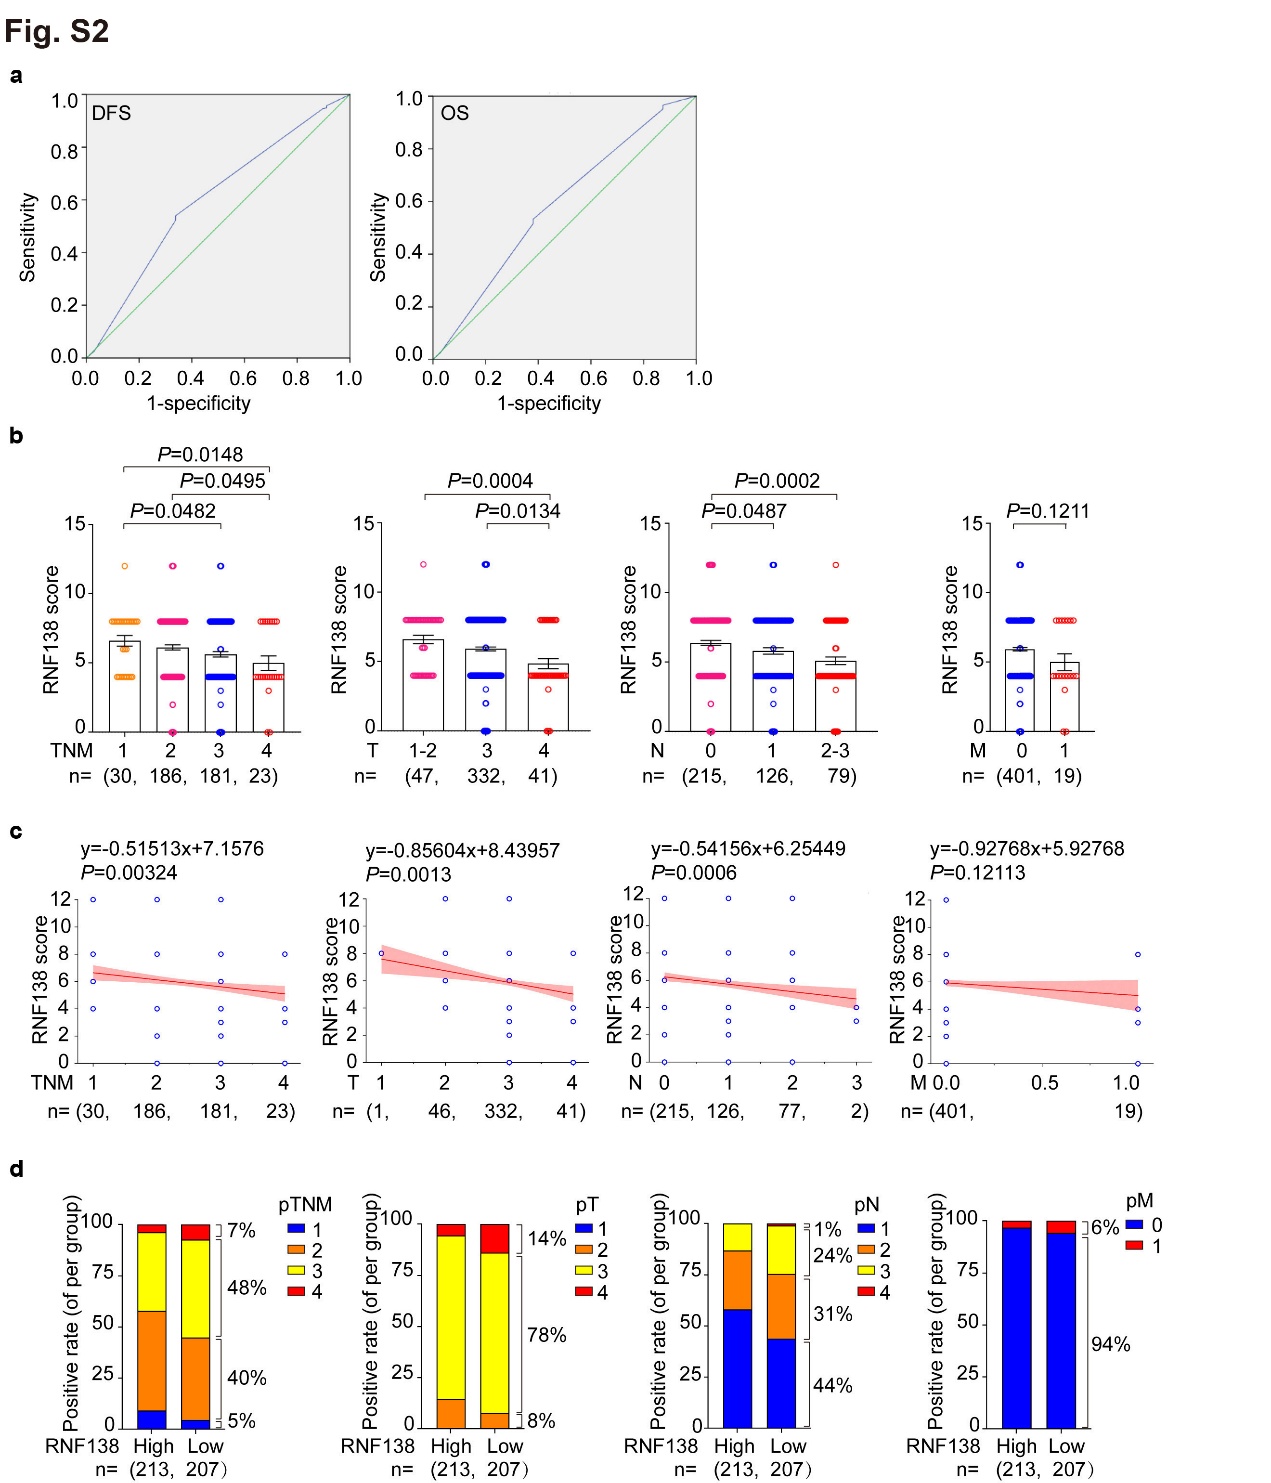
**

**Figure S2. The correlation between RNF138 and human CRC clinical parameters is evaluated in 420 TMAs.**

(**a**) RNF138 cut-off value was determined by ROC curves of DFS and OS survival in 420 CRC patients. (**b**) Quantification of RNF138 expression in pTNM (1, 2, 3, 4), pT (1-2, 3, 4), pN (0, 1, 2-3), and pM (0, 1) stages in 420 CRC patients. Data are mean ± SEM. (**c**) Correlation plot of RNF138 IHC staining and pTNM (1, 2, 3, 4), pT (1, 2, 3, 4), pN (0, 1, 2, 3), and pM (0, 1) stages in 420 CRC patients. Correlation was evaluated using nonparametric Spearman’s test. The formula and *p*-value are indicated. (**d**) Percentages of pTNM (1, 2, 3, 4), pT (1, 2, 3, 4), pN (0, 1, 2, 3), and pM (0, 1) stages in RNF138^high^ (n = 213) and RNF138^low^ (n = 207) groups of 420 CRC patients.

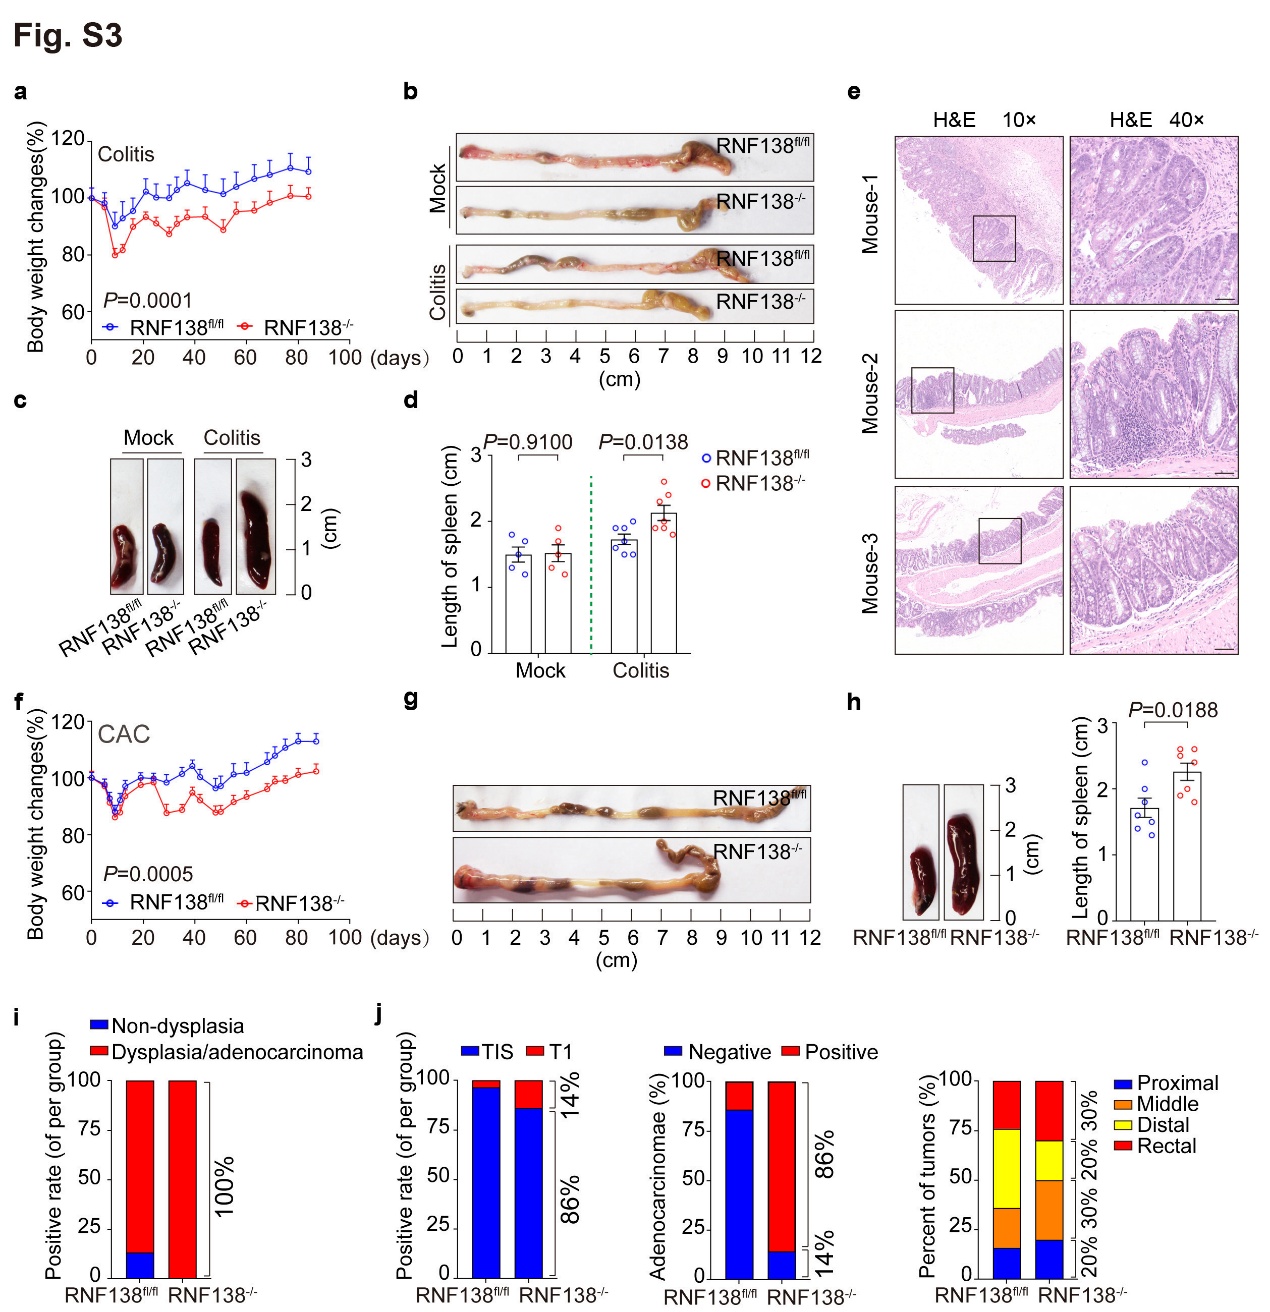

**Figure S3. RNF138^-/-^ mice display increased chronic colitis and tumorigenesis upon DSS and AOM/DSS administration.**

#### (a) Body weight changes during chronic colitis with DSS treatment (RNF138^fl/fl^, n = 15; RNF138^-/-^, n = 23). (b) Representative gross morphology of colon in mock and chronic colitis model mice. (c-d) Representative gross morphology (c) and quantification of spleen length (d) in mock (n = 5) and chronic colitis (n = 7) model mice. (e) H&E staining of three other precancerous lesions after DSS administration in RNF138^-/-^ mice. Scale bar, 100 μm. (f) Body weight changes during the course of the CAC model (RNF138^fl/fl^, n = 17; RNF138^-/-^, n = 23). (g) Representative gross images of colons at autopsy after AOM/DSS administration. (h) Representative gross images (left) and quantification (right) of spleens from CAC model (n = 7). (i) Quantitation of tumor formation frequency in RNF138^fl/fl^ and RNF138^-/-^ CAC models. (j) Percentages of invasive stage (TIS and T1), adenocarcinoma formation rate, and tumor location (proximal, middle, distal colon, rectum) in RNF138^fl/fl^ and RNF138^-/-^ CAC model mice. Data are represented as mean ± SEM.

**
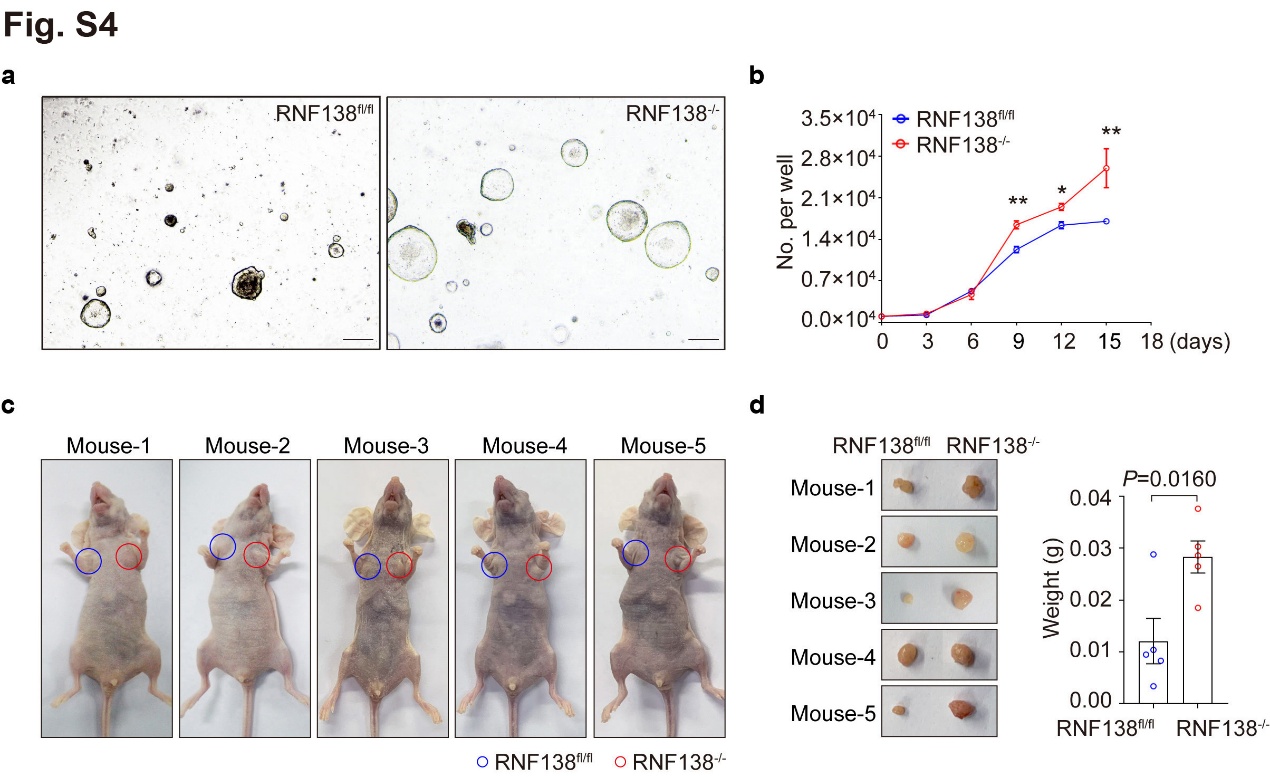
**

#### Figure S4. RNF138^-/-^ mice display increased tumor proliferation in mouse organoids derived from CAC model.

#### (a) Representative images of cultured organoids in matrigel from RNF138^fl/fl^ and RNF138^-/-^ mice derived from AOM/DSS model on 9th day. Scale bar, 100 μm. (b) Proliferation of murine tumor organoids of RNF138^fl/fl^ and RNF138^-/-^ (n = 5). (c) Gross images of tumor organoid grafts from RNF138^fl/fl^ and RNF138^-/-^ mice on 60th day after implantation. (d) Tumor organoid grafts and quantification of tumor weights from RNF138^fl/fl^ and RNF138^-/-^ mice at experimental endpoint (n = 5). Data are mean ± SEM (n = 5). Data are represented as mean ± SEM. *, *p* < 0.05 and **, *p* < 0.01.

**
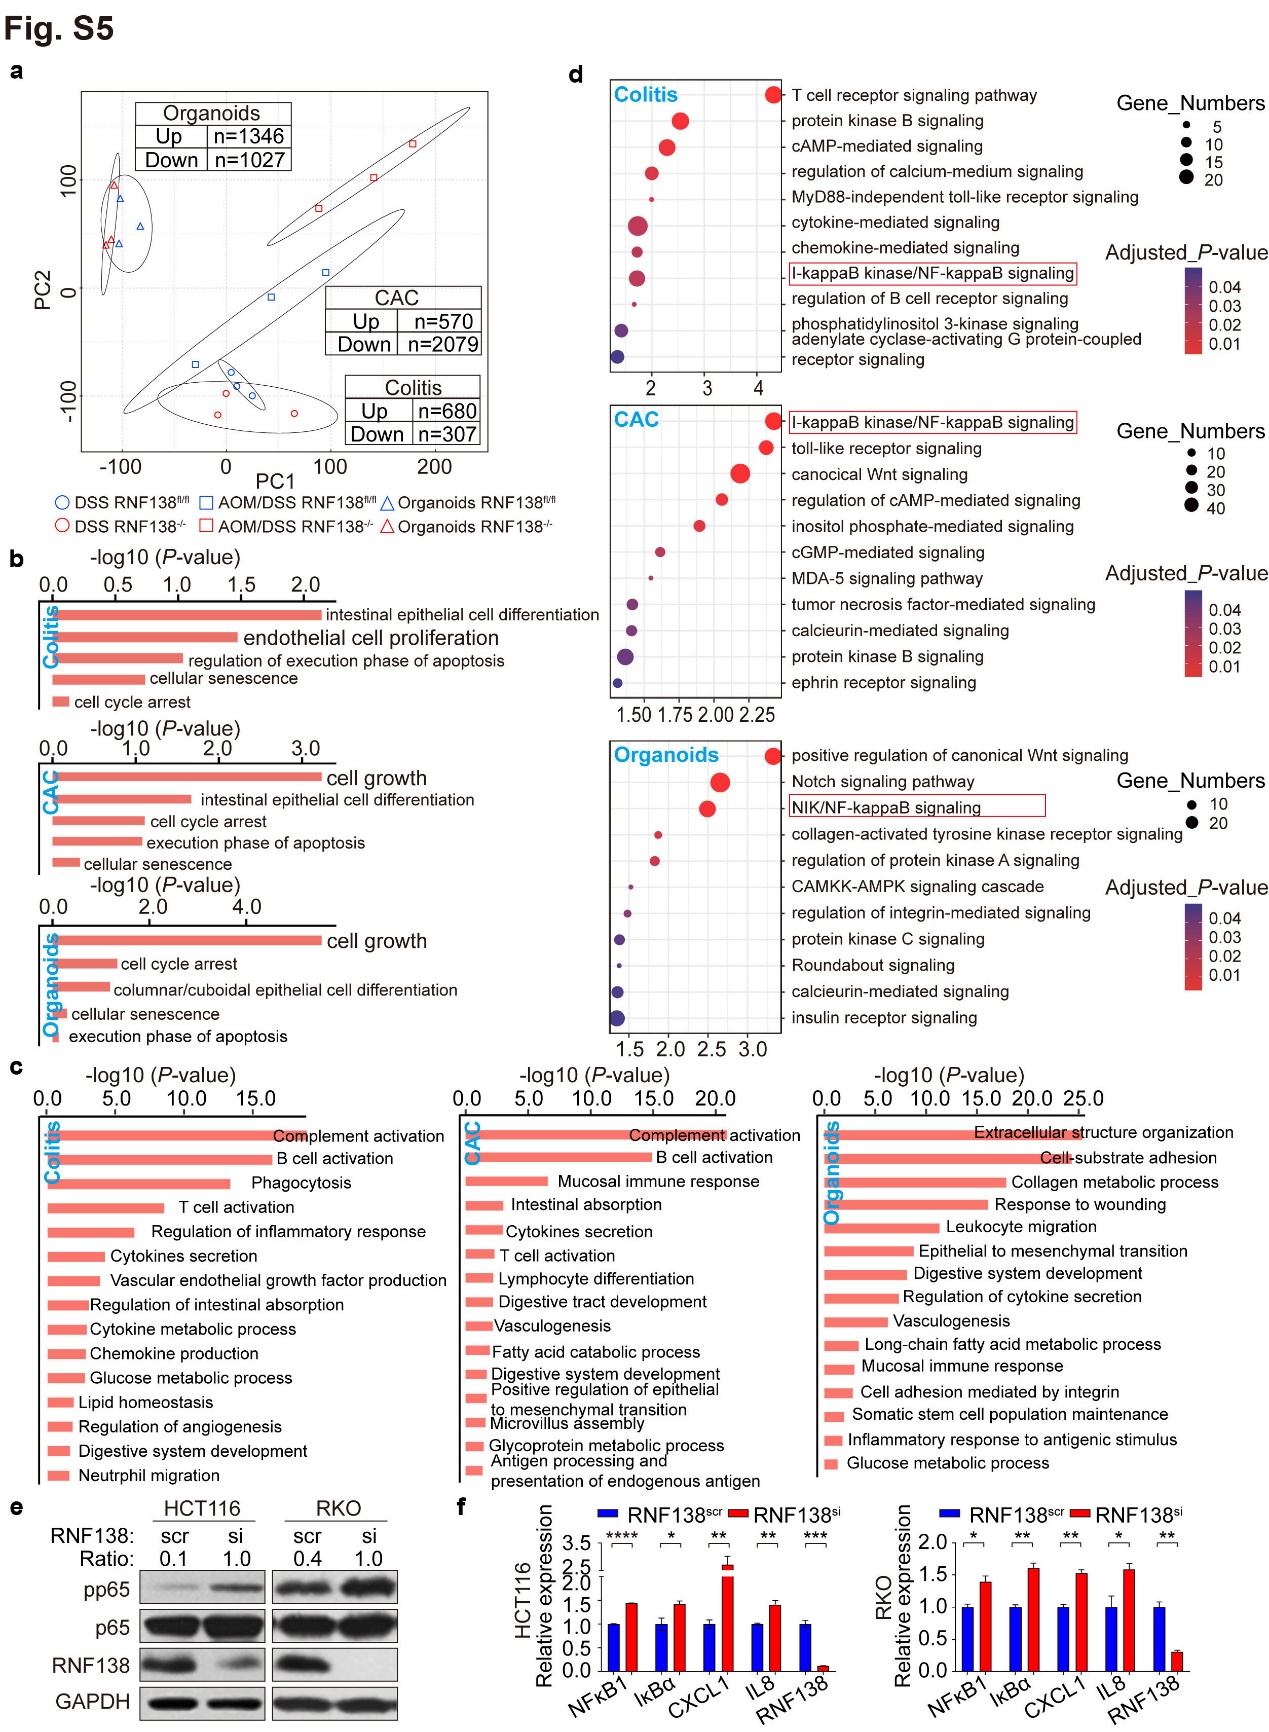
**

**Figure S5. NF-κB signaling pathway is overactivated in RNF138^-/-^ colitis, CAC and CAC-derived organoids groups by transcriptomic analysis.**

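Principal components of log2 CPM (TMM, prior count 2) were computed over 19178 genes in all 18 libraries, centred and scaled. Component 1 held 41.7% of the variance, component 2 held 23.3%, component 3 held 8.07% and component 4 held 6.49%. On component 1 the organoids lay between 103.31 and 128.3, colitis between −82.93 and −73.05 and CAC between −92.54 and −15.31. On component 2 the CAC libraries labelled *RNF138*-/- lay between 114.01 and 123.13, and the *RNF138* fl/fl libraries at 1.67, 54.64 and 56.21. The colitis libraries of both genotypes overlapped on component 2, with *RNF138* fl/fl between −66.37 and −33.08 and those labelled *RNF138*-/- between −94.21 and −28.99. The organoids lay on component 2 between −22.6 and 11.79 in *RNF138* fl/fl and between −36.34 and −30.44 in those labelled *RNF138*-/-, and on component 3 between 28.55 and 89.61 and between −63.34 and −48.4. With genes centred and not scaled, component 1 held 56.4% and component 2 held 22.0%. With the 500 genes of largest variance they held 71.3% and 15.7%.

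**Figure D3:**
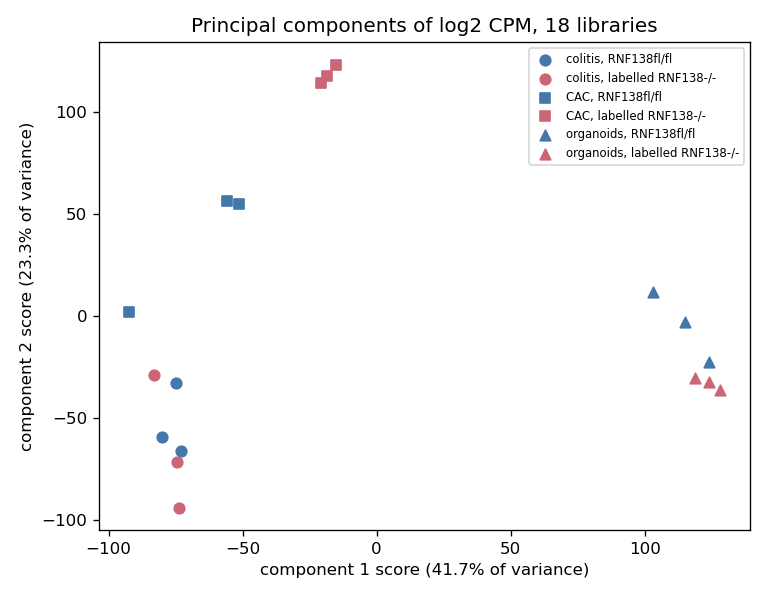
Component 1 (41.7% of variance) against component 2 (23.3%) of log2 CPM for the 18 libraries. Circles are colitis, squares are CAC and triangles are organoids, with *RNF138* fl/fl in blue and libraries labelled *RNF138*-/- in red. Organoids lie at 103.31 and above on component 1.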

(**a**) Principal component analysis (PCA) plots of mRNA expression levels in RNF138^fl/fl^ and RNF138^-/-^ groups of colitis, CAC, and organoid mice models. 

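The authors also deposited a table of 5098 genes with a log2 fold change and a p-value in each model. Of the 15 genes past the thresholds in colitis with edgeR, 15 are listed there, as are 949 of the 954 in CAC and 2148 of the 2292 in the organoids. The deposited p-values match the unadjusted p of a DESeq2 Wald test run on the deposited counts of each model (correlation across genes 1 in colitis, 1 in CAC and 0.999983 in the organoids), while their correlation with its adjusted p was 0.793, 0.977 and 0.988. Genes are not independent replicates. The largest difference in log2 fold change from this DESeq2 test was 1.03, in the organoids. In the paper's deposited table 680 genes are higher and 307 lower in colitis with a p-value under 0.05 and a fold change of at least 2, 685 and 2210 in CAC, and 1382 and 1076 in the organoids. From the same counts, DESeq2 with its unadjusted p in colitis and its adjusted p in CAC and the organoids gave 5109 genes, of which 5079 are among the 5098, a combination chosen after the table was seen.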

The significantly differentiated gene numbers (padj < 0.05, fold change ≥ 2) are marked on the plot. (**b**) Enrichment of gene ontology (GO) terms of cell growth, apoptosis, cell cycle, differentiation, and senescence. *P*-values are presented in the bar graph. (**c**) Enrichment of GO terms (biological processes) in RNF138^fl/fl^ compared with RNF138^-/-^ clusters from DAVID informatics. (**d**) The top 10 significant signaling pathways in RNF138^fl/fl^ and RNF138^-/-^ groups of colitis, CAC, and organoid models are shown *via* bubble plots. NF-κB signaling is marked by red box. (**e**) Immunoblotting analysis of phosphorylation and total p65 in HCT116 and RKO cells transfected with RNF138 or control siRNA. The densitometric values were normalized to *RNF138*-silenced cells. (**f**) qPCR analysis of NF-κB target genes (*NFκB1*, *IκBα*, *CXCL1*, and *IL8*) mRNA expression levels in HCT116 and RKO cells transfected with RNF138 or control siRNA. ACTB was used as an internal control. Data were normalized to CRC cells transfected with control siRNA. Data are mean ± SEM (n = 3). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 and ****, *p* < 0.0001.

**
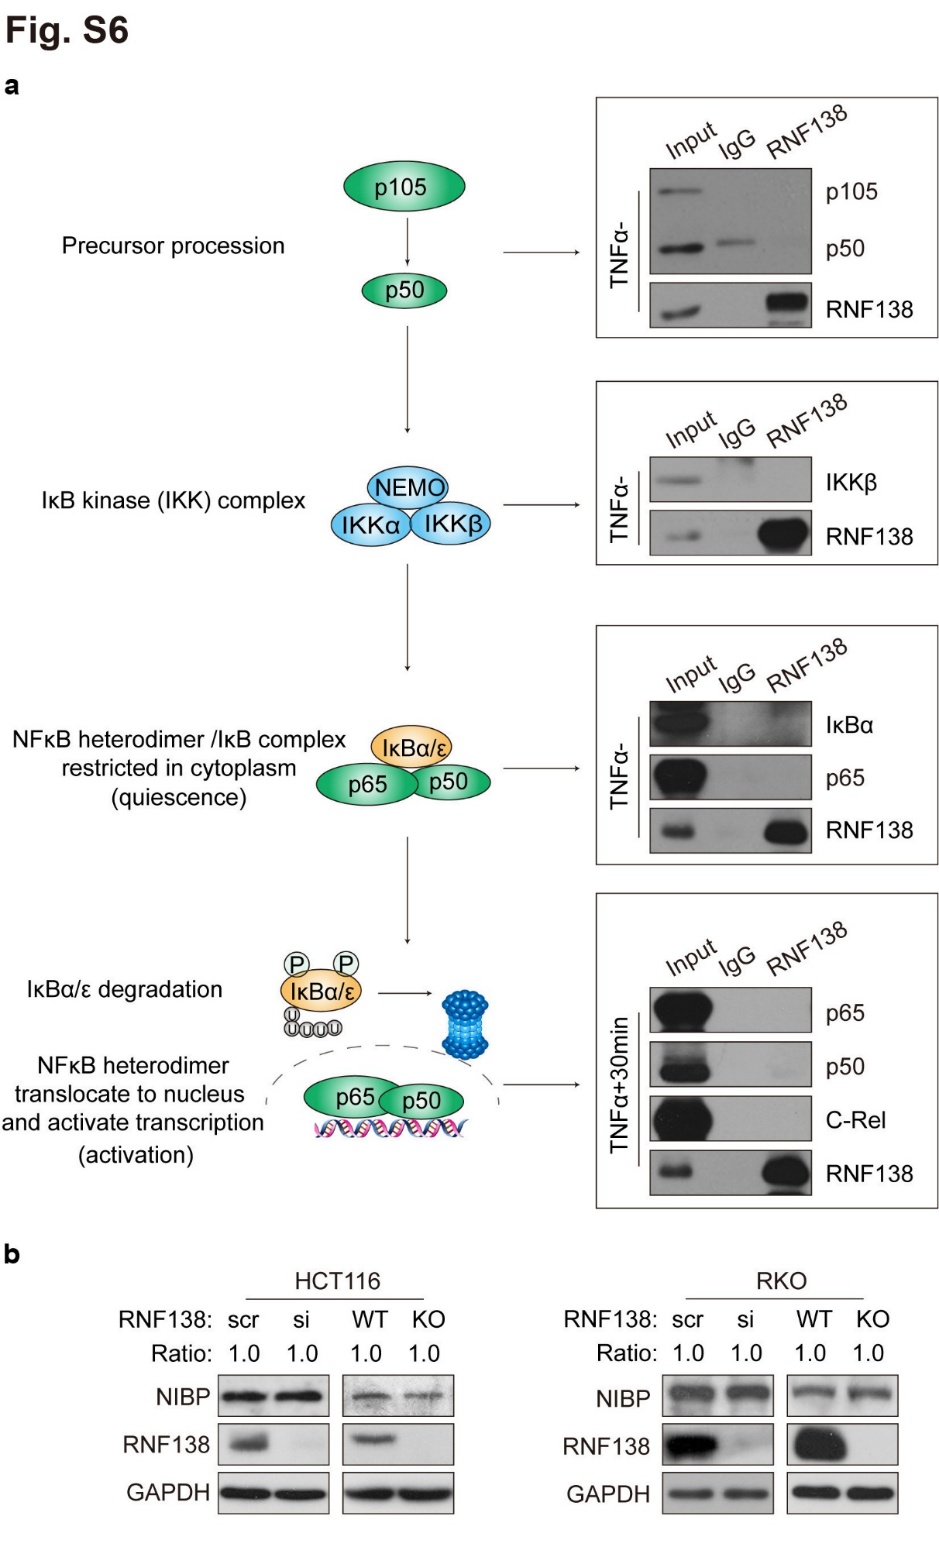
**

**Figure S6. The interaction between RNF138 and NF-κB signaling components is analyzed by co-immunoprecipitation.**

(**a**) Schematic overview of four critical stages of classical NF-κB pathway activation and core proteins (left). Co-immunoprecipitation analysis of endogenous RNF138 and core protein interaction in HCT116 cell lysates (right). (**b**) Immunoblotting analysis of NIBP in HCT116 and RKO cells transfected with RNF138 or control siRNA in RNF138 wild-type or knockout cells. GAPDH served as a loading control.

**
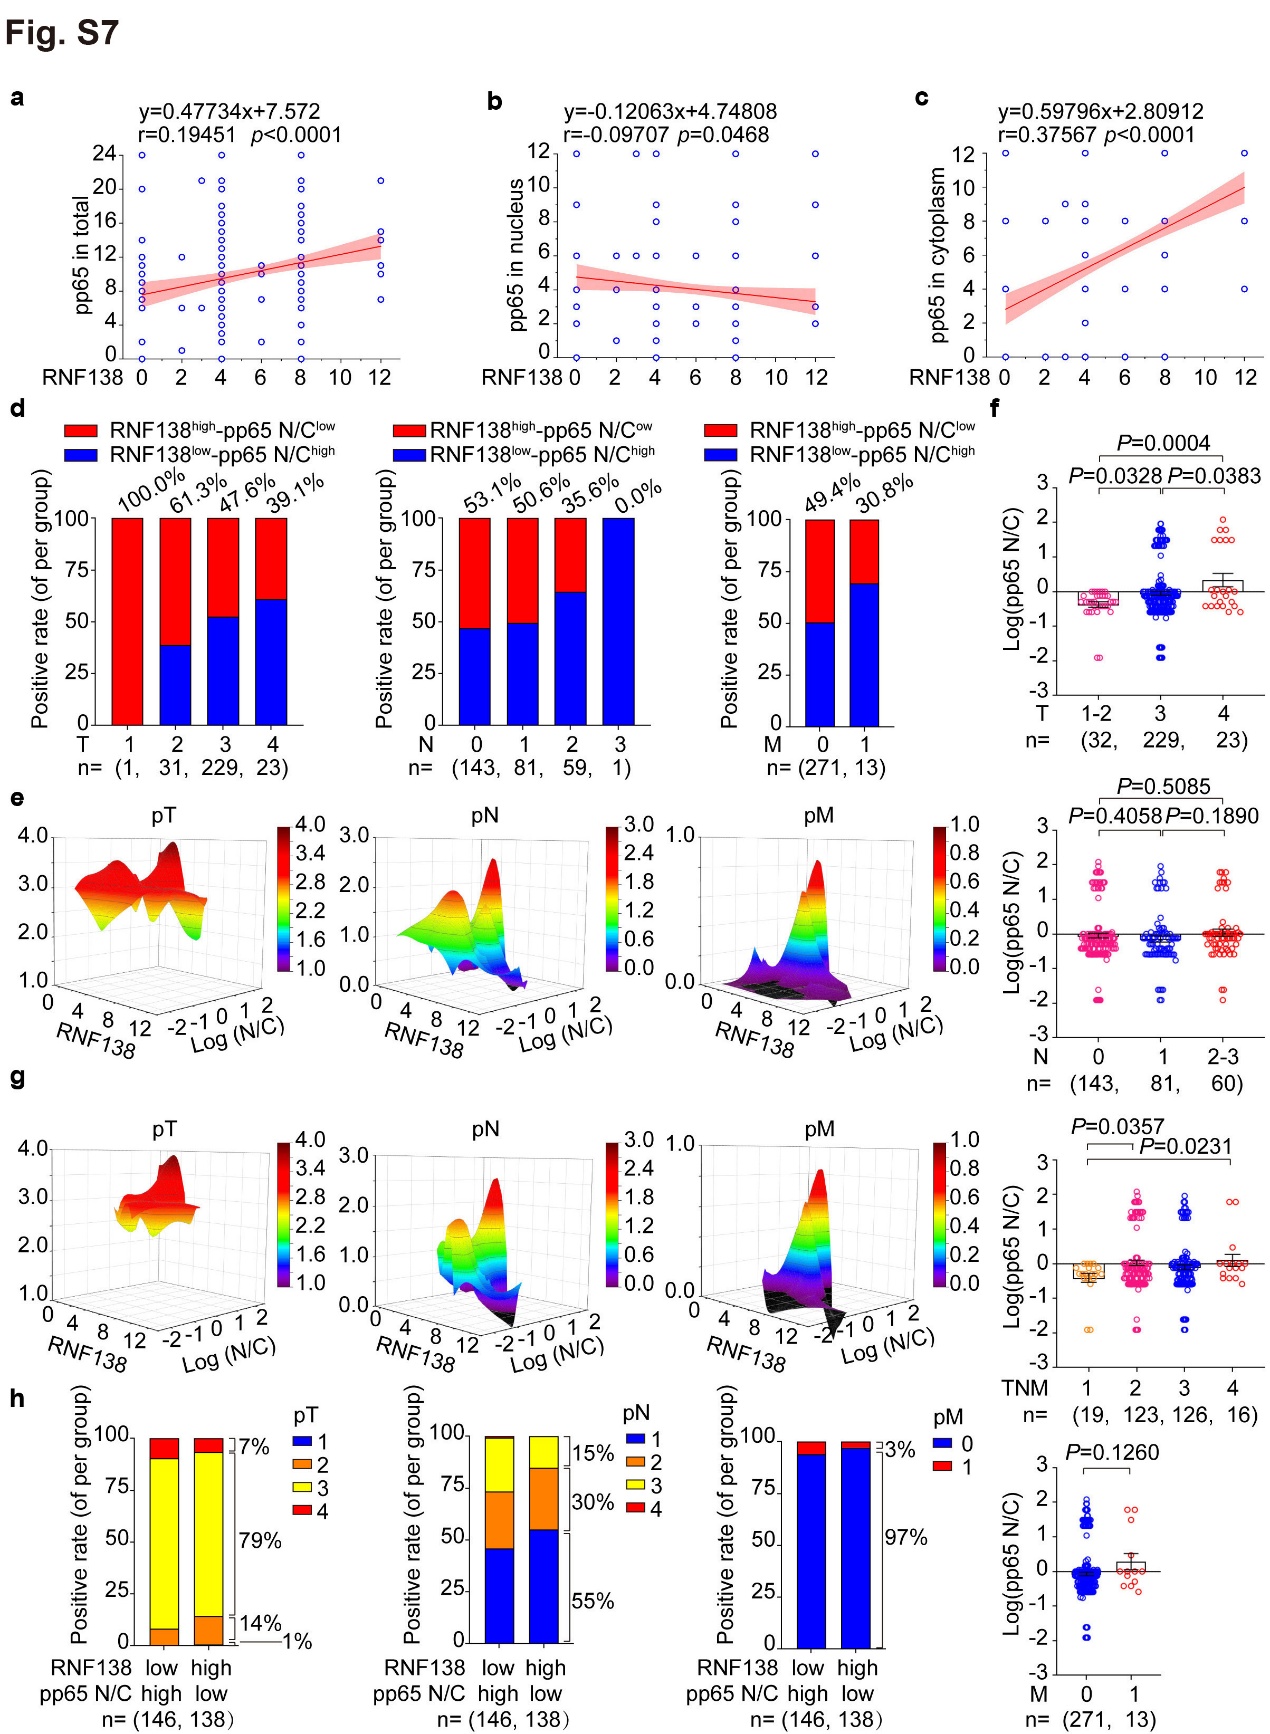
**

How the deposited data were processed for this re-analysis (not part of the article)

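RNA sequencing of colon tissue from the colitis and CAC models and of CAC-derived organoids gave 18 libraries, 3 labelled *RNF138* fl/fl (wild type) and 3 labelled *RNF138*-/- in each model, and all were used. The authors deposited a count of reads per gene as whole numbers without normalization, for 36757 genes with at least 1 count over the 18 libraries, and a table of log2 fold changes and p-values of their own comparisons in 5098 genes. The paper names mm10, Cufflinks and Gencode v.M8, and its text does not name the aligner, the counting tool, whether strand was used, or the test. Gene identifiers were matched to the GENCODE M21 annotation of the same build by their base identifier (36700 genes, 99.84%) or with the version (93.33%), and coordinates come from that annotation. Symbols were duplicated for 2 genes. Total counts were between 11514716 and 24390082 per library.

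Each model was fitted separately with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr by genotype, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change of at least 2. CPM are TMM-normalized. Differences between models were tested as interaction contrasts in one fit of all 18 libraries by edgeR. Gene lists were tested by camera (limma 3.58.1, preset correlation 0.01), by camera with the correlation estimated from the data and by fry, with adjustment over 27 tests, and by fgsea 1.28.0 with 10000 permutations. Lists of marker genes of B and plasma cells, T cells, myeloid cells, fibroblasts, smooth muscle, endothelium, skeletal muscle, squamous epithelium, fat, enteric neurons and glia, and intestinal epithelium were tested the same way over 33 tests. DESeq2 1.42.0 served as an alternative. For each value of a single gene, an exact permutation test (two-sided) was run, whose smallest p is 0.1 for 3 libraries against 3. A fold against a group whose libraries all had at most 3 counts was computed against 3 counts and is a lower bound, and such bounds cover counting error only. The share of 50-base windows of a gene's transcripts that occur in another gene of the annotation was counted for each named gene.

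The tests, the lists, the alternatives and the rule for naming genes were written before the data were examined. The named genes are those the paper names for RNF138, NF-κB, Wnt, STAT3, DNA damage and proliferation, and in each model the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those past the thresholds, with groups that do not overlap and a mean of at least 5 CPM in the higher group. Other genes were named after their values were seen. Each model's counts were computed under 11 other settings and with each of the 6 libraries left out in turn. The 4 alternatives added later are DESeq2 with its unadjusted p, counts thinned to the lowest total, and corrections for GC content and for transcript length.

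The fits were tested on simulated data made from the deposited counts, with 200 genes changed 4-fold. Of these, 162 were recovered in colitis, 124 in CAC and 178 in the organoids, with 14, 15 and 5 false calls and 0 in the wrong direction, and a list of 40 genes shifted by 0.6 on the log2 scale had a camera p of 1.75e-18, 1.1e-15 and 3.18e-24, against 0.703, 0.7 and 0.531 for a list that was not shifted. Each simulated gene was drawn independently, so these camera values do not cover lists of correlated genes. In the real lists the estimated correlation reached 0.61 (proliferation genes, organoids). Chi-square per degree of freedom between replicates was between 8.05 and 160.7, so no library is a copy of another of the same model and genotype. No sequencing reads, GO terms, GSEA sets, staining, cell line or clinical data were used here. Results for single apoptosis genes in CAC are not reported here.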

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

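The tests of genes between models, their regroupings of libraries, the sex-linked genes and the genes near *Rnf138* were set beforehand, and every other test in this part was chosen after the result was seen. The genotype effect differed between CAC and colitis for 2733 of 19390 genes at an adjusted p under 0.05 (edgeR, interaction contrast), with 817 differences above and 1916 below 0. It differed between organoids and colitis for 1378 genes (877 above and 501 below) and between CAC and organoids for 4527 genes (1987 above and 2540 below). At an unadjusted p under 0.05 these counts were 5843, 4824 and 7142. Regroupings of the libraries within the models, 30 with the real one, reached the real count 1 time between CAC and colitis, 3 times between organoids and colitis and 2 times between CAC and organoids. After the draws were seen, each regrouping of the pair of models compared was counted once, with its mirror, because 1 draw had left CAC and the organoids as labelled. This gave 1 of 28, 3 of 26 and 1 of 26. Counted once, the regroupings argue against a random grouping for CAC against organoids, and as drawn they do not. For CAC against colitis they argue, both ways, against a random grouping of the CAC libraries, and not of the colitis libraries, since a regrouping of the colitis libraries alone gave 2673 genes. For organoids against colitis the draws that regrouped the organoid libraries gave at most 2 genes, which argues against a random grouping of these, and a random grouping of the colitis libraries is not excluded.

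Several technical trends were tested on the genes past the thresholds within each model. After thinning to the lowest total count, 15 of the 15 genes in colitis, 833 of the 954 in CAC and 2044 of the 2292 in the organoids were called again. After a correction for GC content the numbers were 15, 825 and 2247, and after a correction for transcript length 14, 875 and 1874. These values argue against library size, GC content and transcript length as the whole cause. Within 10 Mb of *Rnf138* 0 of 53 tested genes were called in colitis (Fisher's exact test, p = 1), 3 of 62 in CAC (p = 1) and 7 of 55 in the organoids (p = 0.849). Called genes were thus not more frequent near *Rnf138* than elsewhere. So few tested genes could not hold most of the called genes in CAC or the organoids. A flanking segment of another strain that changed a few genes is not excluded. The tissue differs between the models by design, and this biological explanation was not tested.

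Of 27 tests of lists between models, 7 were past 0.05 by camera. The Wnt target genes differed between CAC and colitis (adjusted p = 2.34e-06, median difference 1.07), between organoids and colitis (0.0237, −0.69) and between CAC and organoids (1.02e-08, 2.28). The differentiation genes differed between CAC and colitis (6.97e-09, −2.30) and between CAC and organoids (3.63e-06, −1.56), and the proliferation genes between CAC and colitis (1.09e-05, 0.58) and between organoids and colitis (0.0202, 0.39). By fry 6 of the 27 were past 0.05, and 4 of these are among the 7, the Wnt genes between CAC and colitis (0.0391) and between CAC and organoids (0.00728) and the differentiation genes in the same contrasts (0.0104 and 0.0136). The other 2 are the apoptosis genes between organoids and colitis (fry, adjusted p = 0.00728, camera 0.160, median difference −0.21) and between CAC and organoids (fry 0.00728, camera 0.284, 0.12). With the correlation estimated from the data 0 were past 0.05 (2 by the unadjusted p). CAC *RNF138* fl/fl replicate 3 had the lowest Wnt score of its group, and the other cell types of the tissue differ as well, so a change within the epithelium and a change in the tissue taken stay open.

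Of 111 tests of named genes between models, 31 were past 0.05 (edgeR, interaction contrast), in 21 genes. For genes the paper names there were 7. *Rnf138* differed between CAC and colitis (difference in log2 fold change 0.83, adjusted p = 0.0449) and between CAC and organoids (0.83, adjusted p = 0.0296). Between CAC and organoids *Ikbkb* (adjusted p = 0.00828), *Map3k14* (0.0293), *Ctnnb1* (0.00436), *Pcna* (0.0165) and *Myd88* (0.0300) also differed. The other genes were chosen for their change in these data, so their tests are not independent of that choice. Between CAC and colitis they are *Gm14165* (adjusted p = 2.92e-06), *Gm8730* (5.10e-06), *Gsdmc3* (0.00331), *Ctxn3* (0.00118), *Apol10a* (6.12e-04) and *Adipoq* (0.00827). Between organoids and colitis they are *Gm14165* (4.50e-07), *Gm8730* (4.50e-07), *Reg3g* (0.0398), *Ddx3y* (6.33e-06), *Eif2s3y* (0.0164), *Kdm5d* (4.50e-07), *Xist* (8.90e-06), *Gm14719* (0.020) and *Gp2* (0.00813). Between CAC and organoids they are *Reg3g* (0.0388), *Defa-ps6* (0.0110), *Defa30* (0.00776), *Ddx3y* (6.90e-06), *Eif2s3y* (0.00195), *Kdm5d* (3.94e-07), *Xist* (3.57e-07), *Gm14719* (0.00536) and *Gp2* (0.00379). *Gm14165*, *Gm8730*, *Gsdmc3*, *Gm14719*, *Pcna*, *Defa-ps6* and *Defa30* share sequence with other genes and are uncertain.

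The sex-linked genes divide the organoid libraries as the genotype labels do, which the paper does not report. In the *RNF138* fl/fl organoids *Xist* had between 4924 and 6881 counts and the Y-linked genes had 0, while in the organoids labelled *RNF138*-/- *Xist* had at most 3 counts. *Xist* was at least 1769-fold lower in the latter, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at least 603.7-fold, 199.2-fold, 87.73-fold and 60.18-fold higher. In every tissue library *Xist* had at most 11 counts, and *Ddx3y*, *Kdm5d* and *Uty* had at least 208. *Eif2s3y* was uneven in CAC, with 84 and 18 counts in replicates 1 and 3 labelled *RNF138*-/-. In the other tissue libraries *Eif2s3y* had between 395 and 2243 counts. The dosage of the X and Y chromosomes alone is argued against as the source of the organoid differences, since 2214 of the 2292 genes lie on other chromosomes. An effect of sex on genes of other chromosomes cannot be told apart from the genotype, because 0 organoid libraries break this division.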

How the results depend on the processing

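The thinned counts, the corrections for GC content and transcript length and DESeq2 with its unadjusted p were chosen after seeing the data. The pseudocount alternative for FPKM was not run, since the deposited values are counts. Of 126 alternative values of the numbers of differentially expressed genes, 69 stayed within 1.5 times the reported number and 57 moved. With DESeq2 there were 190 higher and 135 lower genes in colitis and 560 and 2098 in CAC. With DESeq2 and its unadjusted p there were 680 and 307 in colitis and 1029 and 2720 in CAC. With no filter on low counts there were 207 and 147 in colitis and 226 and 1415 in CAC. With at least 10 counts in every library there were 1 and 3 in colitis and 64 higher in CAC, where fewer genes were tested. With all 18 libraries in one fit there were 6 and 6 in colitis and 729 and 2105 in CAC. In the test against a fold change of 1.5 there were 7 lower genes in colitis, 8 higher and 261 lower in CAC and 785 and 586 in the organoids, and with the adjusted p alone 186 higher in CAC and 2734 higher and 2702 lower in the organoids, both by the construction of the threshold. The covariate from the Y-linked genes gave 100 and 90 genes in colitis, 0 and 0 in CAC (430 and 1313 unadjusted) and 0 and 0 in the organoids (40 and 85 unadjusted). This covariate does not divide the sexes in the tissue libraries, where *Xist* had at most 11 counts. In the organoids it divides the libraries as the genotype does. Without the genes that have an immunoglobulin symbol 8 were higher in colitis, and with the GC correction 20 were higher and 37 lower there. RLE normalization, upper-quartile normalization, thinning and the length correction kept every count within 1.5 times. Apart from the construction of the threshold and the filter, the cause was not tested. Leaving out 1 library at a time gave from 0 to 78 higher and 0 to 69 lower genes in colitis, from 0 to 168 and 0 to 968 in CAC, and from 863 to 1756 and 652 to 1374 in the organoids. Colitis had 0 genes without *RNF138* fl/fl replicate 3 (500 higher and 229 lower unadjusted), 0 higher (444 unadjusted) and 1 lower without *RNF138* fl/fl replicate 1, and 28 and 34, 2 and 0 (347 unadjusted), and 78 and 69 without replicates 1, 2 and 3 labelled *RNF138*-/-. CAC had 0 without replicate 1 labelled *RNF138*-/- (829 and 2215 unadjusted) and without replicate 2 (562 and 1913), 6 and 103 without replicate 3, 6 and 281 without *RNF138* fl/fl replicate 1 and 168 higher without *RNF138* fl/fl replicate 3. The organoids had 652 lower without replicate 2 labelled *RNF138*-/-.

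The replicate numbers were checked as a block, that is, as paired libraries. Correlations of libraries with the same number, after removal of the group means, were 0.217, 0.0865 and 0.467 in colitis, 0.0397, 0.204 and 0.0708 in CAC and −0.193, −0.0797 and 0.0623 in the organoids, and the numbers were taken not to pair the libraries. With the replicate block there were 38 higher and 51 lower genes in colitis. With the block the Wnt list reversed in colitis (adjusted p = 0.986), as did *H2afx* (log2 fold change −0.030) and *Rela* (−0.0024) in colitis. *Cxcl1* and *Icam1* were then past 0.05 in CAC (adjusted p = 0.0435 and 0.0381). Not past 0.05 with the block were *Rnf138* (0.0624), *Reg3g* (0.0580) and *Defa30* (0.0546) in CAC and *Pcna* (0.107) and *Myd88* (0.0695) in the organoids.

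Of 351 alternative values for the gene lists, 299 kept the direction and the side of 0.05, 29 lost the threshold, 5 gained it and 18 reversed. The direction of a list is that of its test, and camera's was higher with a negative median for the pathway list in CAC, Wnt in colitis and DNA damage in the organoids. With the correlation estimated from the data, the adjusted p was 0.659 for the NF-κB targets in colitis, 0.679 in CAC and 0.772 in the organoids, 0.679 and 0.659 for the Wnt genes in CAC and the organoids, 0.659 and 0.679 for the STAT3 genes in colitis and CAC, 0.659 for differentiation and 0.679 for proliferation in CAC and 0.679 for apoptosis in the organoids. By fry these values were 0.133, 0.153 and 0.133 for the NF-κB targets, 0.119 for Wnt in CAC, 0.119 and 0.117 for STAT3, 0.0826 for differentiation, 0.0831 for proliferation and 0.0826 for apoptosis. The NF-κB pathway list (0.960) and the DNA damage list (0.740) reversed in CAC by fry. By fgsea the adjusted p was 0.290 for the NF-κB targets in the organoids, 0.115 for STAT3 in colitis and 0.0511 for apoptosis in the organoids, and the pathway list (0.998) and the DNA damage list (0.904) in CAC and differentiation in colitis (0.904) reversed. Without genes of several lists the pathway list reversed in colitis (0.831) and CAC (0.831), and the NF-κB targets in CAC (0.231) and the organoids (0.147) and STAT3 in CAC (0.0989) lost the threshold. With at least 10 counts in every library the Wnt list reversed in colitis (0.738). The cause was not tested.

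Leaving out 1 library at a time gave the following lowest and highest adjusted p. In colitis they were 0.640 and 0.977 for the NF-κB pathway, 0.00106 and 0.204 for the NF-κB targets, 0.543 and 0.914 for Wnt, 0.0191 and 0.906 for differentiation, 0.0556 and 0.926 for proliferation and 0.616 and 0.910 for senescence. In CAC they were 3.38e-04 and 0.0610 for the NF-κB targets and 0.746 and 0.997 for apoptosis. In the organoids they were 0.0367 and 0.0874 for STAT3, 7.93e-04 and 0.809 for proliferation, 0.0176 and 0.0708 for apoptosis and 0.749 and 0.956 for the DNA damage list. In colitis the NF-κB targets lost the threshold without *RNF138* fl/fl replicate 2 (0.0677) and replicate 1 labelled *RNF138*-/- (0.204), and in CAC without replicate 1 labelled *RNF138*-/- (0.0610). Reversals came in colitis without replicate 1 labelled *RNF138*-/- for the NF-κB pathway and for senescence (0.875 each), without *RNF138* fl/fl replicate 3 (0.543) and replicate 2 labelled *RNF138*-/- (0.557) for Wnt, without replicate 3 labelled *RNF138*-/- (0.906) for differentiation and without *RNF138* fl/fl replicate 2 (0.926) for proliferation. They came in CAC without replicate 3 labelled *RNF138*-/- (0.997) for apoptosis and in the organoids without *RNF138* fl/fl replicate 3 (0.874) and replicate 1 labelled *RNF138*-/- (0.815) for DNA damage. The threshold was gained without replicate 2 labelled *RNF138*-/- for differentiation in colitis (0.0191) and proliferation in the organoids (0.0315), without *RNF138* fl/fl replicate 3 for the latter (7.93e-04), and without *RNF138* fl/fl replicate 1 (0.0367) and replicate 1 labelled *RNF138*-/- (0.0482) for STAT3 in the organoids. It was lost without replicate 2 labelled *RNF138*-/- for apoptosis in the organoids (0.0708).

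The genes that differ between models numbered 1769 between CAC and colitis with at least 10 counts in every library, where fewer genes were tested. The first principal component held 56.4% of the variance with genes not scaled and 71.3% with the 500 most variable genes, and the second 22.0% and 15.7%.

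Of 740 alternative values for 74 results of named genes, 618 kept the direction and the side of 0.05, 72 lost the threshold, 16 gained it and 34 reversed. CPM without TMM shifted the median log2 fold change of all genes by 0.26 in CAC and −0.20 in the organoids. Under it *Chuk* (0.025), *Map3k14* (0.16), *H2afx* (0.13) and *Trappc3* (0.14) reversed in CAC, *Rela* (−0.15), *Stat3* (−0.036) and *Trappc9* (−0.081) in the organoids and *H2afx* (−0.043) in colitis. With CPM not scaled by TMM *H2afx* (0.0233) and *Trappc3* (0.0168) were past 0.05 in the organoids. The reversed values in CAC lie below the median shift and those in the organoids above it. *H2afx* in colitis also reversed with RLE normalization (−7e-04) and DESeq2 (−0.011). Across fits that each left out 1 library, the reversed results ranged in colitis from −0.20 to 0.16 for *Rnf138*, −0.36 to 0.0036 for *Trappc9*, −0.18 to 0.36 for *Rela*, −0.20 to 0.080 for *Ikbkg*, −0.17 to 0.075 for *Ctnnb1*, −0.10 to 9e-04 for *Stat3*, −0.20 to 0.056 for *Mki67*, −0.29 to 0.10 for *Pcna*, −0.30 to 0.18 for *H2afx* and −0.10 to 0.16 for *Trappc3*. In CAC they ranged from −0.35 to 1.33 for *Ptgs2* and −0.18 to 0.014 for *Trappc3*, and in the organoids from −0.24 to 0.003 for *Rnf138* and −0.065 to 0.24 for *Rela*. The libraries behind these reversals were *RNF138* fl/fl replicate 3 (*Rnf138*, *Rela*, *Ikbkg*, *Mki67*, *H2afx* and *Trappc3*), *RNF138* fl/fl replicate 1 (*Stat3* and *H2afx*) and replicates 1 (*Rela*, *Ikbkg*, *Ctnnb1*, *Pcna* and *H2afx*), 2 (*Rela*, *Ikbkg* and *Trappc3*) and 3 (*Trappc9*) labelled *RNF138*-/- in colitis, replicate 1 labelled *RNF138*-/- (*Ptgs2*) and *RNF138* fl/fl replicate 1 (*Trappc3*) in CAC, and *RNF138* fl/fl replicate 3 (*Rnf138* and *Rela*) and 2 (*Rela*) in the organoids. None of these results was past 0.05 as reported.

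With 3 libraries in each group, exact tests of single values cannot give a p under 0.1.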

Differences from the paper's values

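The paper's numbers of differentially expressed genes are on Fig. S5a. In colitis the paper gives about 680 genes higher and about 310 lower in Fig. S5a, read by eye, and 3 and 12 were found here. None of the alternatives set before the data were examined closed this gap, and the nearest was the fit with no filter on low counts (207 and 147). DESeq2 with its unadjusted p, chosen after seeing the values, gave 680 and 307. In CAC the paper gives about 570 higher and about 2100 lower in Fig. S5a, read by eye, and 97 and 857 were found here. With DESeq2 there were 560 and 2098, with all 18 libraries in one fit 729 and 2105, and with no filter on low counts 1415 lower, all within 1.5 times of the paper's numbers. The number of higher genes was outside this range with no filter (226), and both numbers were outside it under the other alternatives set before the data were examined. In the organoids the numbers found here did not differ from the figure by this measure.

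The paper states that Wnt signaling and STAT3 signaling did not change much with the loss of RNF138. It cites Fig. S10c–f for this, and its methods include staining for β-catenin and STAT3, which was not analysed here. The hand-written lists of target transcripts used here are another measure. By camera the Wnt target genes were past 0.05 in CAC (higher, adjusted p = 6.90e-07) and in the organoids (lower, 2.72e-07), and the STAT3 target genes in colitis (2.33e-04) and CAC (0.00258). By fry only the Wnt genes in the organoids were past it (0.0449), and with the correlation estimated from the data 0 were (1 of the 27 tests by its unadjusted p). The paper describes the mice as lacking RNF138, and *Rnf138* counts in the libraries labelled *RNF138*-/- were not lower, with log2 fold changes of −0.06 in colitis, 0.72 in CAC and −0.10 in the organoids.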

Other observations

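The splits of libraries, the gene and marker lists and the genes that the paper names were set beforehand, and every other test in this part was chosen after the result was seen. With 3 libraries against 3 there are 10 splits, and no result can be reached by fewer than 1 of the 10, so the share is never under 0.1. In each model 1 of the 10 splits, the real one, gave as many higher genes and 1 of the 10 as many lower genes. For the lists the numbers of splits with as small a camera p were, in colitis, CAC and the organoids in that order, 9, 7 and 4 for the NF-κB pathway, 3, 3 and 4 for the NF-κB targets, 10, 2 and 1 for Wnt, 1, 4 and 3 for STAT3, 6, 1 and 9 for differentiation, 6, 3 and 7 for proliferation, 4, 6 and 2 for apoptosis, 7, 4 and 4 for senescence and 3, 8 and 10 for DNA damage.

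*Rnf138* counts were not lower in the libraries labelled *RNF138*-/-. Reads of the copy *Rnf138rt1* are argued against, since it had at most 5 counts in any library. Exchanged groups with an allele that makes no transcript are argued against, since *Rnf138* had at least 227 counts in every library. A transcript left from the targeted allele cannot be told apart from an intact one, since the file holds a count per gene and no exons (log2 fold change −0.10 in the organoids).

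*Trappc9*, which encodes NIBP (chromosome 15, 72589620 to 73061204), had log2 fold changes of −0.19 in colitis (SE 0.23, edgeR, adjusted p = 0.841), 0.24 in CAC (SE 0.11, adjusted p = 0.187) and 0.12 in the organoids (SE 0.10, adjusted p = 0.386), and *Trappc3* of 0.06, −0.12 and −0.27 (adjusted p = 0.0938 in the organoids, 0.0168 with CPM not scaled by TMM, in a range from 0.0168 to 0.292). A list of 23 DNA damage response genes had medians of 0.03 in colitis (camera, adjusted p = 0.478), 0.11 in CAC (0.877) and −0.08 in the organoids (0.954). Over all genes tested 0 of them were past 0.05 in colitis (1 unadjusted) and 0 in CAC (9 unadjusted), and in the organoids *Plk3*, *Zmat3* and *Eda2r* were higher and *Bax*, *Gadd45a*, *Xpc* and *Perp* lower. Adjusted over the list alone *Cdkn1a*, *Fas* and *Perp* were lower in CAC, and 3 genes were higher and *Bax* lower in the organoids. These genes were named after their values were seen. Camera ranked the organoid list as higher although its median was negative, and as lower without *RNF138* fl/fl replicate 3 (0.874) and without replicate 1 labelled *RNF138*-/- (0.815). *H2afx*, which shares 9.66% of its windows with other genes, had log2 fold changes of 0.00, −0.15 and −0.30 (edgeR, adjusted p = 0.998, 0.558 and 0.111), and it was past 0.05 in the organoids with CPM not scaled by TMM (0.0233, in a range from 0.0233 to 0.292).

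Lists of marker genes were tested in the same way, and of 33 tests 17 were past 0.05 by camera, 8 of these also by fry, and 0 with the correlation estimated from the data (4 unadjusted). No gene is in more than 1 marker list, and 1 gene of the epithelium list (*Vil1*) is also in the differentiation list. In colitis the camera adjusted p was 1.19e-04 for B and plasma cells (median log2 fold change 0.96), 1.79e-09 for T cells (1.12, 12 of 12 genes higher), 0.809 for myeloid cells, 0.821 for fibroblasts, 0.0434 for smooth muscle (0.53), 0.199 for endothelium, 0.0105 for skeletal muscle (0.85), 4.50e-06 for squamous epithelium (1.24), 0.120 for fat, 0.0198 for neurons and glia (0.49) and 0.809 for intestinal epithelium. In CAC it was 6.58e-25 for B and plasma cells (−3.45), 0.0414 for T cells (−0.67), 0.0399 for myeloid cells (0.18), 0.785 for fibroblasts (−0.05), 1.62e-18 for smooth muscle (−4.68), 0.961 for endothelium (−0.19), 0.132 for skeletal muscle, 0.132 for squamous epithelium, 2.02e-09 for fat (−4.05, and −3.77 with genes at their bound), 6.58e-08 for neurons and glia (−2.81, and −2.75 at the bound) and 0.0146 for intestinal epithelium (−0.73). In the organoids it was 0.695 for B and plasma cells, 0.00614 for T cells (−1.80, 3 genes tested), 1.79e-05 for myeloid cells (3.97, and 2.01 at the bound), 1.54e-07 for fibroblasts (1.52, 12 of 12 higher), 0.0198 for smooth muscle (0.99), 0.787 for endothelium, 0.961 for skeletal muscle, 0.809 for squamous epithelium, 0.801 for fat, 0.517 for neurons and glia and 0.0745 for intestinal epithelium (−0.53). The 8 are T cells in colitis, B and plasma cells, smooth muscle, fat and neurons in CAC, and T cells, myeloid cells and fibroblasts in the organoids.

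Smooth muscle, fat and neuron genes were lower in the CAC libraries labelled *RNF138*-/-, and 10 of 10, 8 of 9 and 9 of 10 of them had at least 1 CPM in CAC. Fewer non-epithelial cells of every kind is argued against, since 12 of 12 fibroblast genes fell less than every smooth muscle gene. Less muscle wall and fat in the tissue taken may be a candidate explanation. Of the genes tested, 10 of 10 smooth muscle, 6 of 6 fat and 9 of 10 neuron genes fell. Of these 3 lists the one that fell least had a median of −2.75 on the log2 scale. A change in these cells of the living tissue was not tested.

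All 12 fibroblast genes had at least 1 CPM in the organoids, and in 9 of them every organoid library was above every tissue library. *Col1a1* was between 63.5 and 271 CPM in the tissue libraries and *Col3a1* between 218 and 813. Fibroblasts in the cultures may be a candidate source of these transcripts, and epithelial cells that express fibroblast genes cannot be told apart from them, since 10 of 10 epithelium genes were also at 1 CPM or more in the organoids and the counts are of whole cultures. Of 12 myeloid genes 6 had at least 1 CPM in the organoids, and the list was higher in those labelled *RNF138*-/-, with *Lyz2* between 72.2 and 111 CPM. *C1qa*, *C1qb* and *C1qc* summed to between 3.80% and 6.85% of *Lyz2* in these libraries against 34.5% to 170.3% in the 12 tissue libraries. This argues against macrophages with the share of these 3 genes found in the tissue. *Adgre1* (2.22 to 3.79 CPM) and *Itgam* (4.96 to 8.33 CPM) were also expressed in these libraries, and their share of *Lyz2* was not tested. Macrophages with less of the 3 genes are therefore not excluded.

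In the colitis *RNF138* fl/fl libraries *Gm14165* had 5 or 6 counts against 102 to 631 in the other 15 libraries, and *Gm8730* had 101 to 145 against 811 to 2275. A constant share of *Rplp0* reads counted on these copies is argued against, since *Gm8730* was at most 0.410% of *Rplp0* in these libraries and at least 3.19% in the other 15. A sequence variant in these 3 libraries cannot be told apart from an effect of the genotype in colitis, since counts hold no sequence. Another preparation of them cannot either, since no colitis *RNF138* fl/fl library lies outside these 3. In CAC *RNF138* fl/fl replicate 3 lay 1.78 times as far from the other *RNF138* fl/fl libraries as these from each other. A lower total count is argued against, since the ratio was 1.69 after thinning.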
